# MEX3A regulates *Lgr5* ^+^ stem cell maintenance in the developing intestinal epithelium

**DOI:** 10.15252/embr.201948938

**Published:** 2020-02-13

**Authors:** Bruno Pereira, Ana L Amaral, Alexandre Dias, Nuno Mendes, Vanesa Muncan, Ana R Silva, Chantal Thibert, Anca G Radu, Leonor David, Valdemar Máximo, Gijs R van den Brink, Marc Billaud, Raquel Almeida

**Keywords:** intestinal homeostasis, LGR5^+^ intestinal stem cells, mouse model, PPARγ pathway, RNA‐binding protein MEX3A, Development & Differentiation, Signal Transduction, Signal Transduction

## Abstract

Intestinal stem cells (ISCs) fuel the lifelong self‐renewal of the intestinal tract and are paramount for epithelial repair. In this context, the Wnt pathway component LGR5 is the most consensual ISC marker to date. Still, the effort to better understand ISC identity and regulation remains a challenge. We have generated a *Mex3a* knockout mouse model and show that this RNA‐binding protein is crucial for the maintenance of the *Lgr5* ^+^ ISC pool, as its absence disrupts epithelial turnover during postnatal development and stereotypical organoid maturation *ex vivo*. Transcriptomic profiling of intestinal crypts reveals that *Mex3a* deletion induces the peroxisome proliferator‐activated receptor (PPAR) pathway, along with a decrease in Wnt signalling and loss of the *Lgr5* ^+^ stem cell signature. Furthermore, we identify PPARγ activity as a molecular intermediate of MEX3A‐mediated regulation. We also show that high PPARγ signalling impairs *Lgr5* ^+^ ISC function, thus uncovering a new layer of post‐transcriptional regulation that critically contributes to intestinal homeostasis.

## Introduction

Stem cells ensure homeostasis throughout life, and the intestinal tract is the organ that best displays this extraordinary ability. It is the fastest self‐renewing tissue in mammals, as epithelial turnover takes about 3–5 days to be completed 1. Intestinal stem cells (ISCs), located in mucosal invaginations known as crypts of Lieberkühn, control this process. ISCs generate proliferating transit‐amplifying (TA) cells that after several divisions commit into differentiated cell types. These mainly include nutrient‐absorbing enterocytes, mucous‐producing goblet cells, hormone‐secreting enteroendocrine cells and chemosensing tuft cells; all located along luminal protrusions called villi. Paneth cells, which play a role in innate immunity by synthesizing antimicrobial peptides, are unique because they are the only differentiated cell type that stays in the crypt with a long residence time of 6–8 weeks.

The location and nature of ISCs remains a matter of intense debate. Expression profile and lineage tracing experiments performed over the last decade have led to the identification of at least two distinct ISC populations: crypt base columnar (CBC) cells and +4 cells. CBC cells, wedged between Paneth cells at the base of the crypt, are actively cycling and sensitive to radiation‐induced damage. The Wnt/β‐catenin pathway target gene *Lgr5* is one of the most reliable CBC markers 2, and single *Lgr5* ^+^ cells originate organoids or “mini‐gut”‐like structures *ex vivo* comprising all intestinal cell types 3. Additional markers for CBC stem cells include *Olfm4* and *Ascl2* 4, 5. The +4 cells, located on average 4 positions above the crypt bottom and over the uppermost Paneth cell, are relatively quiescent and resistant to radiation, expressing markers such as *Bmi1*,* Hopx*,* Lrig1* and *Tert* 6, 7, 8, 9, 10. These populations are not hard‐wired, and intricate patterns of interconversion seem to exist between them, both under homeostasis and in response to injury 10, 11, 12, 13. Moreover, it has been shown that *Dll1* ^+^ 14, *Atoh1* ^+^ 15, 16, 17 or *Prox1* ^+^ 18 secretory progenitor cells, *Alpi* ^+^ enterocyte precursors 19 and even subsets of committed *Lyz1* ^+^ Paneth cells 20, 21 can all present stem cell activity, illustrating the level of cellular plasticity in the gut.

Most studies focusing on ISC biology have been performed using adult animal models, when intestinal homeostasis is stably established, whereas little is known about one of the most active phases of this cellular population, which is the postnatal period between birth and weaning 22. Newborn mice possess an immature epithelium that contains villi formed in late embryogenesis but lacks crypts. Instead, a small number of *Lgr5* ^+^ progenitors are restricted to basal regions between villi called intervillus domains 23, 24. The foetal LGR5 progeny is, by itself, insufficient to sustain intestinal growth during initial development 25, suggesting the presence of *Lgr5* ^−^ precursors in the earliest phases of postnatal development. To ensure proper epithelial cell renewal, the functional crypt‐villus axis must develop rapidly after birth, which is accomplished by an initial expansion of the entire stem cell pool via symmetric divisions, followed by a sharp transition to TA cell production via asymmetric divisions 26. In this phase, the intestinal epithelium is not in a steady‐state condition, as in the adult counterpart, because cell production rate necessarily exceeds cell loss. Concomitant with these structural alterations, the epithelium undergoes major biochemical changes to support the dietary adaptation associated with the suckling‐to‐weaning transition 27, 28. The exact mechanisms involved in initiating postnatal expansion of ISCs and controlling its timing are unknown, but probably involve an intrinsic genetic programme and microenvironmental factors (e.g. circulating hormones, diet, microbiota), as well as molecular determinants mediating communication between both.

It is becoming clear that RNA‐binding proteins (RBPs) and post‐transcriptional mechanisms underpin stem cell fate decisions in response to different stimuli 29, 30. In this regard, we have been studying the evolutionarily conserved MEX‐3 family of RBPs. Vertebrates have four homologous genes designated *MEX3A* to *MEX3D* encoding related proteins with two K Homology (KH) domains that provide RNA‐binding capacity 31, and a Really Interesting New Gene (RING) C‐terminal domain, which possibly mediates E3 ubiquitin ligase activity 32. The different MEX‐3 members are post‐transcriptional regulators involved in embryonic patterning 33, pluripotency 34, fertility 35, immune responses 36, metabolism 37 and cancer 38. Our previous work demonstrated that MEX3A overexpression is associated with stemness features in gastrointestinal cancer cell lines, including higher expression of the ISC markers *LGR5*,* BMI1* and MSI1 39. In agreement, *Mex3a* mRNA is part of the *Lgr5* ^+^ signature 40, and its expression upregulated in a mouse model overexpressing MSI1 in the intestinal epithelium 41. Recently, *Mex3a* expression was observed in a subset of *Lgr5* ^+^ cells around the crypt +3/+4 cell position 42. However, none of the previous studies has functionally addressed if MEX3A is essential in the context of ISCs.

In the present study, through the detailed characterization of a novel mouse model with a *Mex3a* deletion, we show for the first time that MEX3A is critical for the *in vivo* maintenance of the *Lgr5* ^+^ ISC pool. *Mex3a* null mice exhibit growth retardation and postnatal mortality due to impaired epithelial turnover, underlined by a dramatic decrease in *Lgr5* ^+^ ISCs and TA cells. Additionally, we provide evidence that *Mex3a* deletion leads to the aberrant activation of the peroxisome proliferator‐activated receptor (PPAR) signalling pathway and establish PPARγ signalling as a molecular intermediate of MEX3A‐mediated regulation. Our data uncover a new regulatory mechanism in ISCs of the developing gut with implications for intestinal homeostasis.

## Results

### Characterization of *Mex3a* expression pattern in murine tissues

We started by examining the *Mex3a* expression pattern among major organs in the mouse during postnatal development. By *in situ* hybridization (ISH), we determined that *Mex3a* mRNA was highly expressed in the thymus, moderately expressed in the brain and gut, lowly expressed in the stomach and skin, and absent from the heart, liver and lung (Fig EV1). In the intestinal tract, *Mex3a* transcripts were concentrated at the base of the small intestine and colonic crypts (Fig EV1, small intestine and colon inserts). In the skin, *Mex3a* mRNA was present in hair follicle‐related structures only (Fig EV1, skin insert). The precise compartmentalization of *Mex3a* expression in stem cell niches of two of the most rapidly self‐renewing mammalian organs, intestine and skin, suggested an *in vivo* function for MEX3A in stem cell biology.

**Figure EV1:**
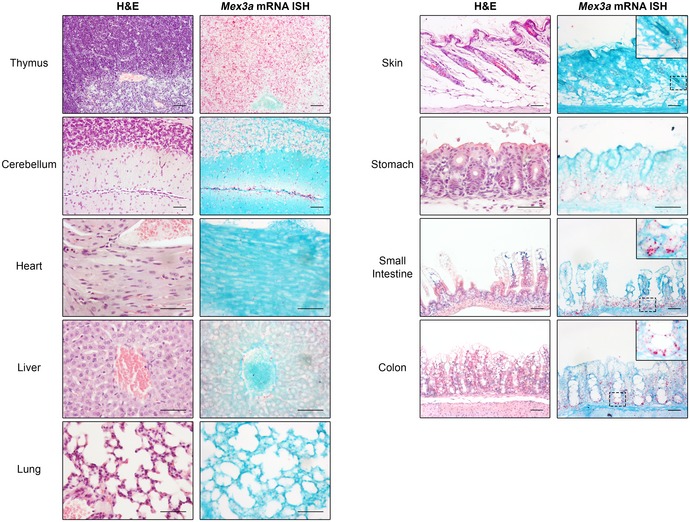
Characterization of *Mex3a* expression pattern in murine tissues H&E staining and *Mex3a* mRNA ISH in serial sections of different mouse organs at postnatal day 17. Each punctuate red dot in the ISH panels represents a hybridization event with a single *Mex3a* mRNA molecule. Inserts depict high magnification of the boxed areas. The diffuse signals observed in the liver are the result of non‐specific staining. Scale bars, 50 μm.

### *Mex3a* null mice exhibit growth retardation and postnatal mortality

To address the physiological role of *Mex3a*, we characterized mice with a targeted intragenic deletion of the *Mex3a* locus coding sequence, developed under the framework of the INFRAFRONTIER‐I3 European Research Infrastructure 43. The initial deletion cassette consisted of a *LacZ* reporter cDNA followed by a *floxed* promoter‐driven neomycin (*Neo*) resistance gene (Fig 1A). The *Mex3a* ^*tm1(KOMP)Vlcg*^ strain was generated and crossed with the epiblast‐specific *Meox2* ^+/*Cre*^ deleter strain for removal of the *Neo* gene, giving rise to *Mex3a* ^+/−^ heterozygous mice. Heterozygous breeding schemes were set up and *Mex3a* ^−/−^ homozygous mutant animals were born, although not at the expected Mendelian frequency (13% versus 25% expected, Fig 1B), indicating the occurrence of embryonic lethality.

**Figure 1:**
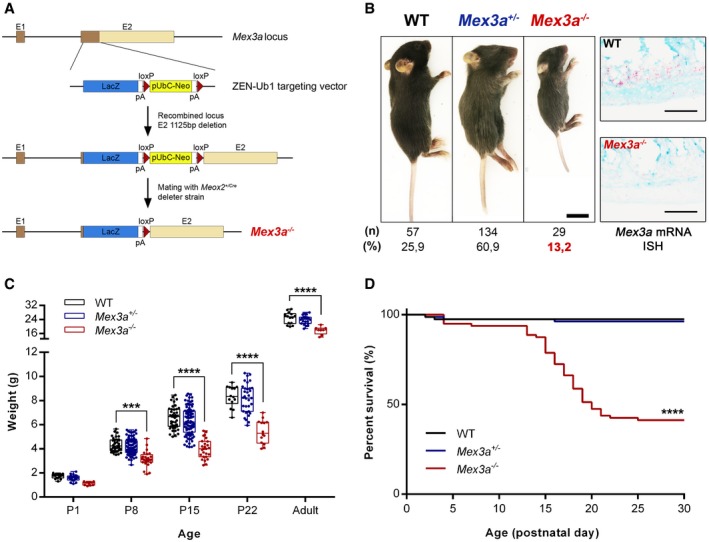
*Mex3a* knockout mice exhibit smaller size and postnatal lethality Scheme of the targeting vector for intragenic deletion of the mouse *Mex3a* gene. The insertion of the Velocigene cassette ZEN‐Ub1 created a deletion of 1,125 bp in exon 2 of the *Mex3a* locus.Representative images of the size of *Mex3a* mutant mice and control littermates at postnatal day (P)15. Scale bar, 1 cm. Genotypes were confirmed by *Mex3a* mRNA ISH in intestinal tissue (right panels). Scale bars, 50 μm. The offspring number (n) and observed genotype frequencies (%) resulting from heterozygous crosses are indicated below.Absolute weight of *Mex3a* KO mice and control littermates at different ages. Data are represented in a box‐and‐whisker plot as mean (middle line) with the minimum and maximum distribution values. Each point depicts one animal (WT: P1, *n* = 15; P8, *n* = 36; P15, *n* = 43; P22, *n* = 14; Adult, *n* = 14; *Mex3a* ^+/−^: P1, *n* = 24; P8, *n* = 90; P15, *n* = 90; P22, *n* = 37; Adult, *n* = 21; *Mex3a* ^−/−^: P1, *n* = 9; P8, *n* = 24; P15, *n* = 26; P22, *n* = 14; Adult, *n* = 8) ***P =* *0.0003, ****P < 0.0001, two‐way ANOVA test.Kaplan–Meier survival curves for the different *Mex3a* genotypes (*n* = 80 for each genotype) ****P < 0.0001, log‐rank (Mantel–Cox) test.

*Mex3a* knockout (KO) pups displayed severe growth retardation, presenting smaller size and weight when compared to *Mex3a* ^+/−^ heterozygous and wild‐type (WT) siblings (Fig 1B and C). At postnatal day (P)15, *Mex3a* KO animals had an average weight of 4.00 ± 0.16 g (mean ± standard error, *n* = 26), compared to 6.57 ± 0.14 g (*n* = 43) of WT mice, a 39% weight difference (Fig 1C). This trait persists in mutant mice that reach adulthood. Both adult males and females are fertile and seem to have a normal lifespan. However, around 60% of the mutant animals developed a clinical condition characterized by gradual weight loss, signs of dehydration and progressive lethargy, between P15 and P21, eventually culminating in death (Fig 1D). These pups displayed normal suckling behaviour, as judged by the presence of milk in their stomachs (Appendix Fig S1). Macroscopic assessment of major organs indicated no gross morphological abnormalities, with the notable exception of the intestinal tract (Fig 2A and Appendix Fig S1). This subset of *Mex3a* null mice presented a translucent and air‐filled gut tube, particularly evident in the ileum, caecum and colon (Fig 2A). The overlap between the observed phenotype and the occurrence of important events in murine intestinal ontogenesis during this developmental time‐window prompted us to focus on the effect of *Mex3a* deletion specifically in the intestinal epithelium.

**Figure 2:**
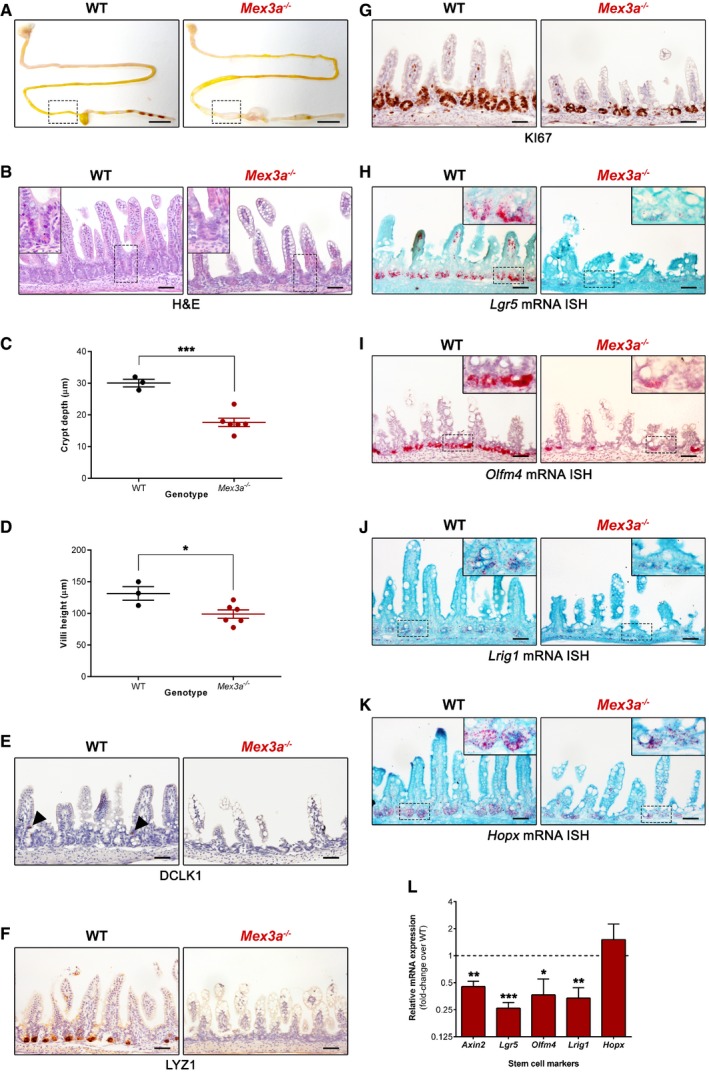
*Mex3a* deletion leads to loss of *Lgr5* ^+^ stem cells and impairs normal intestinal crypt development AMacroscopic assessment of the gastrointestinal tract of *Mex3a* KO and WT mice. These images are representative of the phenotype observed in mutant animals euthanized at different postnatal days. Boxed areas depict the distal small intestinal section (ileum) used for subsequent immunohistochemical analyses.BH&E staining of a *Mex3a* KO and WT littermate at P19. Inserts depict high magnification of the boxed areas.C, DAverage crypt depth (C) of WT animals (*n* = 3, > 40 crypts counted per animal) and *Mex3a* mutants (*n* = 6, > 20 crypts counted per animal). Also shown is the average villi height (D) of WT animals (*n* = 3, > 25 villi counted per animal) and *Mex3a* mutants (*n* = 6, > 15 villi counted per animal). Data are represented as mean ± standard error between P16 and P18. *P =* *0.03, ***P =* *0.0006, Student's *t*‐test.E–GImmunohistochemistry staining for (E) the tuft cell marker DCLK1 (black arrowheads indicate positive cells), (F) the Paneth cell marker LYZ1 and (G) the proliferation marker KI67.H–KmRNA ISH staining for the stem cell markers (H) *Lgr5*, (I) *Olfm4*, (J) *Lrig1* and (K) *Hopx* in ileal sections of *Mex3a* mutants and littermate controls at P19. Inserts depict high magnification of the boxed areas.LqPCR analysis of the expression level of the indicated stem cell markers in freshly isolated crypt fractions from *Mex3a* KO and WT animals (*n* = 3 of each genotype). Data are represented as mean fold‐change plus standard error in *Mex3a* KO mice relatively to WT animals (dashed line). *P =* *0.0208, **P < 0.01, ***P =* *0.0007, Student's *t*‐test.Data information: Scale bar (A), 1 cm; all other scale bars, 50 μm.

### *Mex3a* deletion severely impairs normal intestinal crypt development

Histological analysis of haematoxylin and eosin (H&E)‐stained paraffin sections of the intestinal tissue of *Mex3a* KO animals revealed severely altered crypt‐villus architecture, particularly in the distal small intestine, with the presence of a reduced number of crypts and of smaller size when compared to littermate or age‐matched control animals (Fig 2B). Average crypt depth in *Mex3a* KO mice was 17.66 ± 1.33 μm compared with 30.05 ± 1.20 μm in WT mice (Fig 2C). Intestinal villi of mutant animals were also shorter, with a mean height of 98.86 ± 6.60 μm compared with 131.50 ± 10.82 μm in control mice (Fig 2D). A similar trend was observed for the proximal small intestine (Appendix Fig S2).

To explore the consequences of disrupting the *Mex3a* gene for intestinal differentiation, we assessed the presence of the main epithelial cell types using specific markers. The goblet and enteroendocrine cell lineages were not significantly modified as determined by alcian blue–periodic acid–Schiff (AB‐PAS) reaction (Fig EV2A) and synaptophysin (SYP) staining (Fig EV2B), respectively, with a normal distribution of scattered cells amidst the mucosa. Enterocytes were equally detected along the lining of the villi by expression of villin (VIL1), a structural marker for the apical brush border (Fig EV2C). On the other hand, tuft cells were almost entirely absent from the *Mex3a* mutant mice intestine as observed with doublecortin‐like kinase 1 (DCLK1), a specific tuft cell marker (Fig 2E). Since we previously demonstrated in cancer cell lines that MEX3A post‐transcriptionally represses the expression of caudal‐type homeobox 2 (CDX2) protein 39, a master regulator of intestinal maturation, we assessed CDX2 expression in the mutant animals. Although not consistently observed, CDX2 levels seemed increased in the incipient crypt compartment of *Mex3a* KO mice when compared with WT (Fig EV2D). Considering the hypothesis of a premature maturation of the intestinal epithelium, we tested the expression of sucrase‐isomaltase (SIS, Fig EV2E) by immunohistochemistry. Normally, this enzyme starts to be expressed during the suckling‐to‐weaning transition and accompanies the change to solid food, being involved in the digestion of complex carbohydrates 27, 28. A premature expression of SIS was not detected in *Mex3a* KO mice at P15. As expected, the suckling period‐specific enzyme argininosuccinate synthetase 1 (ASS1), which is involved in arginine synthesis, was broadly present in both mutant and control animals in the same period (Fig EV2F).

**Figure EV2:**
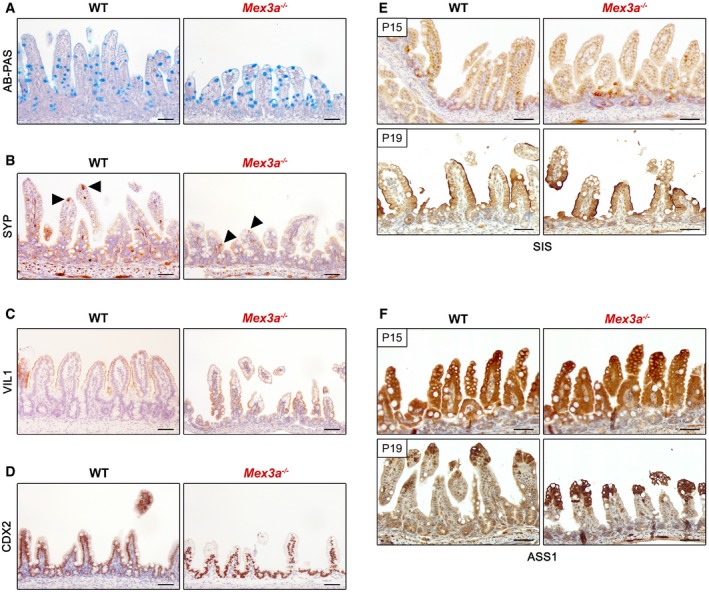
*Mex3a* mutant mice do not exhibit a premature maturation of the intestinal epithelium A–CThe main differentiated cell types are present in the *Mex3a* mutant mice intestinal epithelium, namely goblet cells as assessed by (A) alcian blue–periodic acid–Schiff (AB‐PAS) reaction, (B) enteroendocrine cells as assessed by Synaptophysin (SYP, black arrowheads) expression and (C) enterocytes as assessed by Villin (VIL1) staining.DImmunohistochemical staining for the intestinal transcription factor CDX2.EImmunohistochemistry shows that sucrase‐isomaltase (SIS) expression at the brush border is only observed at the suckling‐to‐weaning transition in the *Mex3a* mutant mice, as well as in the control.FExpression of the suckling period‐specific enzyme argininosuccinate synthetase 1 (ASS1) is also observed in the correct time‐point.Data information: All scale bars, 50 μm.

Regarding crypt cell populations, we detected a strong inhibition of Paneth cell expansion as assessed by lysozyme (LYZ1) staining in the *Mex3a* KO intestine (Fig 2F). We equally detected a significant lower number of proliferating cells identified by KI67 staining in the *Mex3a* KO intestine (Fig 2G). The average number of KI67^+^ cells per crypt was 6.56 ± 1.39 compared with 12.60 ± 1.07 in WT mice, a 48% difference (Appendix Fig S3). Collectively, these data demonstrate that MEX3A is not directly involved in the intrinsic mechanisms associated with intestinal maturation but is necessary for normal crypt development.

### Loss of *Lgr5* ^+^ stem cells in the small intestine of *Mex3a* KO mice

Given the pronounced atrophy detected at the crypt level, we decided to investigate whether *Mex3a* deletion influenced ISCs responsible for maintaining small intestine epithelial homeostasis. For that, we performed ISH for the specific CBC cell marker *Lgr5* 2. Strikingly, we observed a strong reduction in *Lgr5* mRNA levels in the intestinal crypts of *Mex3a* KO animals when compared to WT (Fig 2H). This reduction could be the result of either diminished *Lgr5* gene transcription or loss of the *Lgr5*‐expressing ISCs. To discriminate between the two, we performed ISH against *Olfm4* mRNA, another standard and highly robust marker of CBC cells 4. *Mex3a*‐deleted crypts also exhibited a very low amount of *Olfm4* transcripts (Fig 2I), thus reinforcing the evidence for *Lgr5* ^+^ ISCs loss. We also assessed the mRNA expression level of the +4 cell markers *Lrig1* 8 and *Hopx* 10 and found a significantly reduced expression of the former in *Mex3a*‐deleted crypts (Fig 2J and K), indicating that there is no compensatory mechanism enforced by the reserve stem cell population in this context. These results were further validated by quantitative real‐time PCR (qPCR) expression analysis of the different stem cell markers using isolated crypt fractions from *Mex3a* KO and WT mice (Fig 2L).

In order to directly examine the effect of *Mex3a* deletion on the *Lgr5* ^+^ ISC population, we crossed *Mex3a* ^+/−^ heterozygous mice with the *Lgr5‐EGFP‐IRES‐CreERT2* knock‐in mouse model (hereinafter referred to as *Lgr5* ^+/*EGFP*^), in which EGFP is under the transcriptional control of the endogenous *Lgr5* promoter 2. *Mex3a* ^+/−^ *;Lgr5* ^+/*EGFP*^ compound mice were then crossed with single *Mex3a* ^+/−^ heterozygous and *Mex3a* ^−/−^ *;Lgr5* ^+/*EGFP*^ animals were born with a similar frequency to *Mex3a* ^−/−^ mice, displaying an identical phenotype (Fig EV3A). Most interestingly, 16% of the *Mex3a* ^+/−^ *; Lgr5* ^+/*EGFP*^ double heterozygous mice displayed postnatal lethality (Fig EV3B) associated with disturbances in the intestinal epithelium, including a strong decrease in the global level of EGFP expression (Fig EV3C). Due to the mosaicism generated by random silencing of the construct in the *Lgr5* ^+/*EGFP*^ mouse model 44, EGFP expression does not estimate the actual *Lgr5* expression level in the crypts. To overcome this technical issue, we also performed ISH against *Olfm4* mRNA in these mice and confirmed the loss of *Lgr5* ^+^ ISCs (Fig EV3D). Together, these results show that MEX3A expression is somehow required for maintenance of *Lgr5* ^+^ stem cells.

**Figure EV3:**
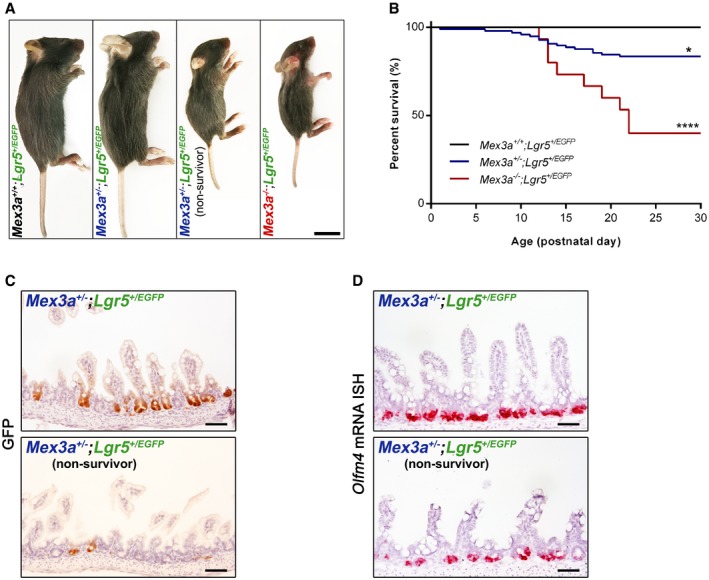
Characterization of *Mex3a* ^+/−^;*Lgr5* ^+/*EGFP*^ double heterozygous mice Representative images of the size of *Mex3a* ^+/−^ *;Lgr5* ^+/*EGFP*^ (non‐survivor), *Mex3a* ^−/−^ *; Lgr5* ^+/*EGFP*^ and control littermates at P19. Scale bar, 1 cm.Kaplan–Meier survival curves for the indicated genotypes (*Mex3a* ^+/+^;*Lgr5* ^+/*EGFP*^, *n* = 27; *Mex3a* ^+/−^;*Lgr5* ^+/*EGF*^, *n* = 97; *Mex3a* ^−/−^;*Lgr5* ^+/*EGFP*^, *n* = 15). *P = 0.03, ****P < 0.0001, log‐rank (Mantel–Cox) test.Immunohistochemical staining for GFP in ileal sections of *Mex3a* ^+/−^;*Lgr5* ^+/*EGFP*^ compound mice (non‐survivor versus survivor littermate) at P17.
*Olfm4* mRNA ISH in ileal sections of *Mex3a* ^+/−^;*Lgr5* ^+/*EGFP*^ compound mice (non‐survivor versus survivor littermate) at P22.Data information: Scale bar (A), 1 cm; all other scale bars, 50 μm.

### *Mex3a* deletion leads to delayed intestinal epithelial turnover and organoid maturation

To gain evidence concerning a role for MEX3A in regulating *Lgr5* ^+^ stem cell function, we isolated *Mex3a* KO crypts and assessed their potential to form multipotent and self‐renewing intestinal organoids in culture media containing the minimal ISC niche factor cocktail epidermal growth factor (EGF), noggin (NOG) and R‐spondin1 (RSPO1) 3. At plating, *Mex3a* KO crypts originated smaller structures with a slower growth rate when compared to the WT setting (Fig 3A, day 2), reflecting the tissue condition from which crypts were isolated. Surprisingly, the *Mex3a* KO crypts were still competent in generating organoids at the end of the first week of culture (Fig 3A, day 6), and we were able to subsequently maintain them for a period of at least 3 months. Nevertheless, after initial culture stabilization, careful inspection disclosed clearly different growth kinetics of KO organoids when compared to WT controls. At the beginning of each passage, we observed that *Mex3a* KO cells originate a higher number of conspicuous spheroids that persist for about 3 days (Fig 3B), eventually turning into budding organoids (Appendix Fig S4). This is in stark contrast with the reduced proportion of spheroids generated from WT cells that mainly consist of budding organoids already at day 2 of culture. After 4–6 days, both cultures exhibit predominantly budding organoids (Fig 3B). In order to understand the difference between *Mex3a* KO and WT organoids, we assessed the expression level of crypt lineage‐specific markers (Fig 3C–F). At day 2 of culture, we observed a significant lower mRNA expression of the CBC markers *Lgr5* and *Axin2* in the *Mex3a* KO spheroid population (Fig 3C and F), but not of the +4 cell markers *Hopx* and *Lrig1* (Fig 3F). We could also confirm the presence of a reduced number of Paneth cells by performing qPCR for *Lyz1* mRNA (Fig 3C) and immunohistochemistry for LYZ1 protein (Fig 3D), respectively. At day 4 of culture, the expression of *Lgr5*,* Axin2* and *Lyz1* tended to level off towards the WT organoid levels (Fig 3E). We found no significant differences in terms of proliferative capacity throughout culture. Interestingly, organoid behaviour and gene expression dynamics were recapitulated upon each passage cycle during the analysed time period. Given that *Mex3a* KO crypt epithelial cells still gave rise to intestinal organoids *ex vivo*, we explored a non‐cell‐autonomous effect of *Mex3a* deletion in mesenchymal cells that could potentially impact *in vivo* paracrine crosstalk with ISCs, promoting the described phenotypes. No significant differences were detected in the expression levels of *Egf, Nog*,* Rspo1*,* Wnt2b* and *Wnt3* in the *Mex3a* KO mesenchymal tissue (Fig EV4A). Moreover, it was possible to generate both *Mex3a* KO and WT organoids with KO mesenchymal cell‐derived conditioned media in limiting RSPO1 concentrations 45, without an impact in their subsequent self‐renewal ability (Fig EV4B).

**Figure 3:**
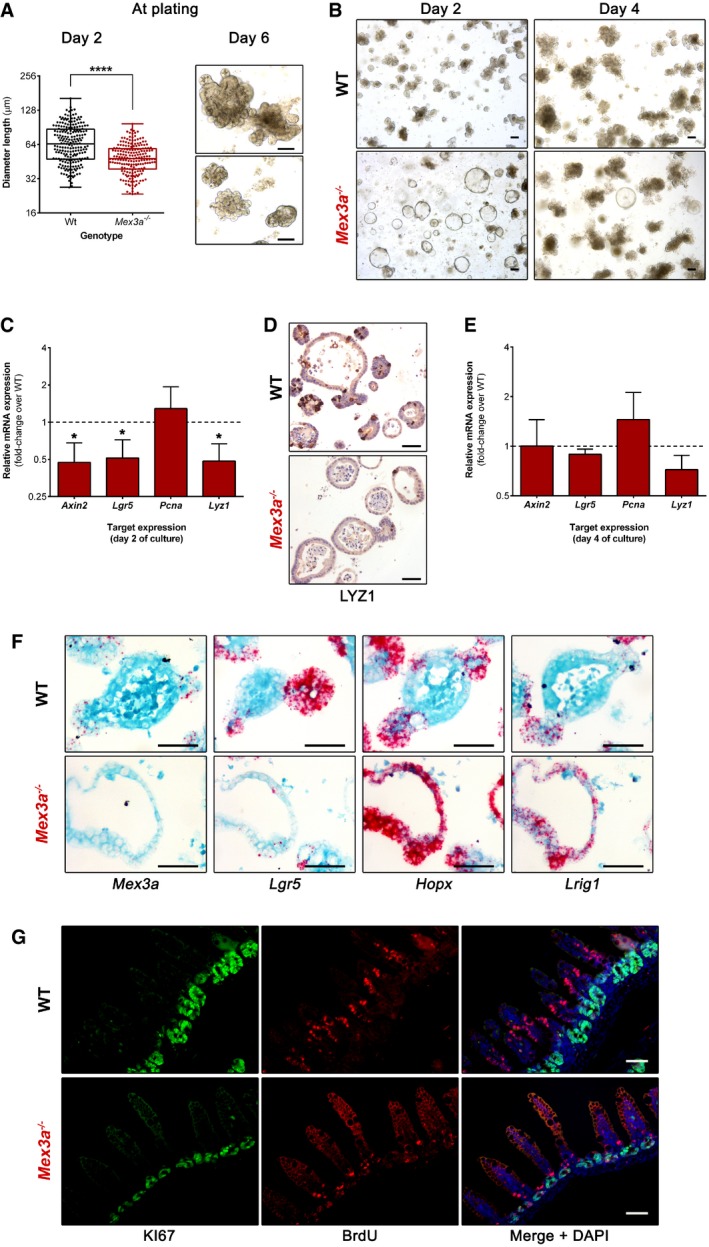
Intestinal epithelial turnover and organoid maturation are delayed in *Mex3a* KO mice Quantification of the size (diameter length) of *Mex3a* KO and WT organoid‐initiating structures 2 days after crypt isolation (*n* = 3 for each genotype, > 150 structures counted in total). Data are represented in a box‐and‐whisker plot as mean (middle line) with the minimum and maximum distribution values. Each point depicts one organoid‐initiating structure. ****P < 0.0001, Student's *t*‐test. Phase‐contrast microscopy images of intestinal organoids generated by *Mex3a* ^−/−^ and WT crypts 6 days after crypt isolation. Scale bars, 100 μm.Representative phase‐contrast microscopy images of *Mex3a* KO and WT intestinal organoids at days 2 and 4 of culture after 10 weekly passages. Scale bars, 100 μm.qPCR analysis of crypt lineage marker genes in organoid cultures at day 2. Data are presented as the mean fold‐change plus standard error (*n* = 4 for each genotype) for target gene expression in *Mex3a* KO intestinal organoids relative to WT (dashed line). *P < 0.05, Student's *t*‐test.Immunohistochemistry staining for the Paneth cell marker LYZ1 in *Mex3a* KO and WT intestinal organoid sections at day 2 of culture. Scale bars, 50 μm.qPCR analysis of crypt lineage marker genes in organoid cultures at day 4. Data are presented as the mean fold‐change plus standard error (*n* = 4 for each genotype) for target gene expression in *Mex3a* KO intestinal organoids relative to WT (dashed line).mRNA ISH staining for the stem cell markers *Mex3a*,* Lgr5*,* Hopx* and *Lrig1* in *Mex3a* KO and WT intestinal organoid sections at day 2 of culture. Scale bars, 50 μm.Representative images of immunofluorescence staining for the proliferation marker KI67 and BrdU incorporation in *Mex3a* KO and WT animals. Mice were injected at P17 and sacrificed at P20 (*n* = 3 for each genotype). Scale bars, 50 μm.

**Figure EV4:**
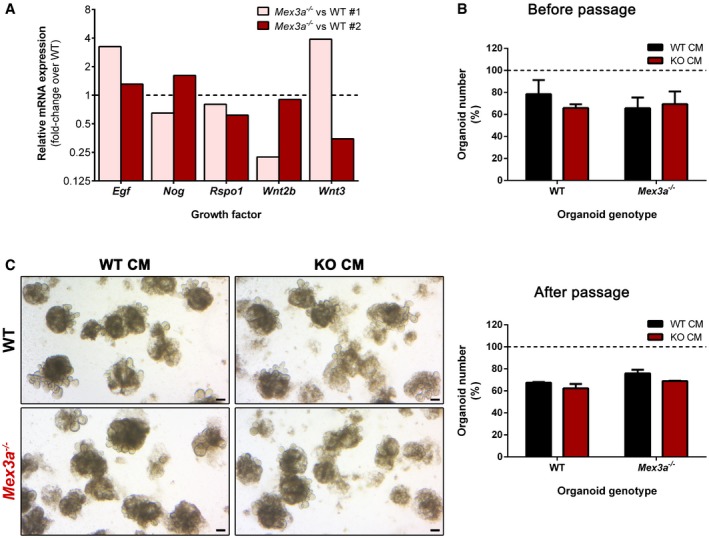
*Mex3*a deletion in the mesenchyme does not appear to affect the intestinal phenotype *in vivo* and in organoid cultures qPCR analysis of the expression level of genes coding for specific growth factors (*Egf*,* Nog*,* Rspo1*,* Wnt2b* and *Wnt3*) in freshly isolated intestinal mesenchymal tissue. Data are presented as the mean fold‐change of target gene expression in 2 biological replicates (*Mex3a* ^−/−^ vs. WT #1 and *Mex3a* ^−/−^ vs. WT #2) of *Mex3a* KO mesenchymal tissue relative to WT (dashed line).Number of *Mex3a* null and WT organoids obtained after 6 days in culture with 25% final volume WT or KO mesenchymal cell‐derived conditioned media (CM) plus 1% RSPO1‐containing ENR medium. Data are presented as the mean percentage plus standard error (*n* = 2 for each genotype, > 100 organoids counted in total) relative to WT or KO organoids grown in 1% RSPO1‐containing ENR only (100%, dashed line).Representative phase‐contrast microscopy images of *Mex3a* KO and WT organoids obtained 6 days after passaging organoids previously maintained in WT or KO CM. Scale bar, 100 μm. The number of *Mex3a* null and WT organoids obtained in the described conditions is also shown. Data are presented as the mean percentage plus standard error (*n* = 2 for each genotype, > 100 organoids counted in total) relative to WT or KO organoids grown in 1% RSPO1‐containing ENR only (100%, dashed line).

To address the functional consequence of the reduction of the ISC niche, we chased 5′‐bromo‐2‐deoxyuridine (BrdU) in epithelial cells 3 days after a single pulse. There was a marked reduction in the number of BrdU^+^ cells present along the crypt‐villus axis in *Mex3a* KO mice, in accordance with the smaller pool of proliferative cells present (Fig 3G). In addition, BrdU^+^ cells were largely located in lower cell positions, while they had significantly progressed up the villi of WT mice during the same period, indicating a delay in the intestinal epithelial migration rate of the mutant mice. Histological analysis provided further proof of this delay. From late embryogenesis until approximately P12, suckling‐type enterocytes populate the villi, easily identified in the most distal part of the small intestine by the presence of conspicuous cytoplasmic lysosomal vacuoles. These allow for optimal absorption and digestion of a high‐fat/low‐carbohydrate milk diet. From P12 onwards, adult‐type enterocytes start to be produced, so that by weaning (around P21) only mature cells are present, adapted to the low‐fat/high‐carbohydrate solid diet 46. We observed that *Mex3a* KO mice retained a higher percentage of suckling‐type enterocytes in time‐points when mature enterocytes had almost entirely replaced them in WT animals (Fig EV5). Transmission electron microscopy (TEM) confirmed the extensive presence of these suckling‐type enterocytes in the villi of *Mex3a* KO ileum, showing atypical vacuoles with irregular membranous limits, filled with cellular debris and multi‐lamellar structures often in the form of whorls of concentric rings (Fig EV5). Overall, the data imply that MEX3A function in the ISC niche is essential to ensure proper intestinal epithelial turnover *in vivo* and typical organoid maturation *ex vivo*.

**Figure EV5:**
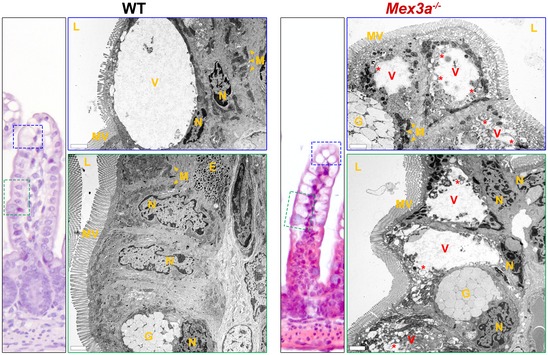
Transmission electron microscopy (TEM) analysis points to a delayed epithelial turnover in *Mex3a* knockout mice intestine TEM analysis shows the presence of suckling‐type enterocytes with atypical vacuoles (V) and abnormal ultrastructural features (*) in the *Mex3a* mutant mice ileum. These are observed not only at the tip of the villus (top right panel), but also at the lateral side (bottom right panel). Enteroendocrine cell secretory granules (E); goblet cells (G); lumen (L); microvilli (MV); mitochondria (M); nuclei (N). Scale bars, 2 μm.

### *Mex3a* deletion activates the PPAR pathway at the crypt level

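Crypts of the small intestine came from 3 WT and 3 *Mex3a* KO mice at postnatal day 16, and the RNA of each mouse was sequenced as 1 library. The crypt holds the *Lgr5*+ stem cells at its base, the dividing progenitors above them, and the Paneth, goblet, enteroendocrine and tuft cells. The villi were scraped off before the crypts were released with EDTA and passed through a mesh, for which the methods and the sample labels give different pore sizes. Since villus, blood or connective tissue can remain in such a fraction, lists of marker genes for these and for immune and pancreatic cells were measured beside those of the crypt cells. Mitochondrial transcripts took 11.8, 16.9 and 10.3% of the reads in WT replicates 1 to 3, and 27.9, 11.6 and 13.3% in *Mex3a* KO replicates 1 to 3. The library of *Mex3a* KO replicate 1 stood apart from the other 5 in this share and in its TMM normalization factor, which was 0.772 against 0.991 to 1.11.
Poly(A) RNA was read as paired ends with a stranded kit. The authors mapped the reads to the mouse genome GRCm38 in CLC Genomics Workbench and deposited reads per transcript, with TPM and RPKM beside them. The annotation release and the strand setting of the counting are not given in the sources used here. The 109204 transcripts were summed here to 33488 genes, at 27143369 to 31765062 reads per library, of which 44.6 to 56.2% were unique to 1 transcript. The 14166 genes with enough reads were compared between the genotypes with edgeR's quasi-likelihood test, which is two-sided, after TMM normalization. Library numbers in the names under which the data were deposited set replicate 1 of each genotype apart from replicates 2 and 3. The groups are called earlier and later by these numbers alone. The earlier group holds 1 library per genotype, too few for a value of its own, so values from the later group are given beside those from all 6 libraries for most gene lists and some genes.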

In order to delineate the molecular events leading to loss of *Lgr5*‐expressing ISCs in *Mex3a* null animals, we acquired the transcriptional profile of isolated crypts from *Mex3a* KO and WT mice using RNA‐sequencing (RNA‐seq) technology. For these experiments, KO animals were sacrificed before the peak of phenotypic onset in order to preserve the crypt cellular content to its maximum extent. 

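Besides *Mex3a* itself, 4 genes passed an adjusted p under 0.05 in *Mex3a* KO crypts, and 1 of them rose. *Fkbp5*, which encodes a co-chaperone of the glucocorticoid receptor and is induced by it, went from 26.9 ± 8.40 to 185 ± 16.7 CPM, reads scaled to the size of the library (mean ± SD, n = 3 mice per genotype). The 3 that fell were *Gkn3*, a gastrokine gene used as a marker of *Lgr5*+ cells, *Sh3bgr*, which encodes a protein with an SH3-binding motif, and the uncharacterised gene *2210407C18Rik*. *Gkn3* went from 11.2 ± 0.673 to 2.79 ± 0.475 CPM, *Sh3bgr* from 6.07 ± 0.664 to 0.860 ± 0.102, and *2210407C18Rik* from 126 ± 17.0 to 40.5 ± 5.21. Their adjusted p-values from edgeR's quasi-likelihood test were 0.0290 for *Fkbp5*, 0.0313 for *Sh3bgr* and 0.0449 for both *Gkn3* and *2210407C18Rik*.
At the thresholds of an unadjusted p under 0.01 and a fold of at least 1.5, 403 genes differed, 243 of them higher and 160 lower in *Mex3a* KO crypts. The higher class held 6 of the 12 genes that enterocytes switch on around weaning (Fisher's exact test, adjusted p = 3.4e-07) and 5 of the 32 enterocyte markers (adjusted p = 0.000927). The lower class held 5 of the 24 markers of enteroendocrine cells, which secrete gut hormones (adjusted p = 4.1e-05), and 4 of the 20 markers of tuft cells, a chemosensory cell type (adjusted p = 0.000363). None of these 4 lists passed camera once the correlation was estimated (adjusted p = 0.253 with an estimated correlation for each). At an unadjusted p under 0.05, 1485 genes differed, 879 of them higher. The share of higher genes changed with the processing and the libraries used: 201 genes were higher and 206 lower when scaled by library size alone, 154 and 169 without *Mex3a* KO replicate 1, 116 and 110 in the later library group alone, and 532 and 141 without WT replicate 2. In 1300 genes (9.18%) all 3 *Mex3a* KO mice lay above all 3 WT mice and in 1192 (8.41%) below, where chance gives 10% for both together.
The number of genes past these thresholds was 212 without WT replicate 1, 673 without WT replicate 2 and 230 without WT replicate 3. The later library group alone gave 226 genes, and the comparison with the group as a term 447. At an adjusted p under 0.05, no gene remained without *Mex3a* KO replicate 2 (0 from edgeR, with 1183 at an unadjusted p under 0.05), 1 did without WT replicate 1, WT replicate 3 or *Mex3a* KO replicate 1, and 2 did without WT replicate 2. There were 5 without *Mex3a* KO replicate 3, and 2 of them, *Mex3a* and *Fkbp5*, were among the 5 of the fit on all libraries, the others being *Zbtb16*, *Pnliprp1* and *Gm42031* (the last named after its value was seen). DESeq2 called 335 genes at that level, edgeR's likelihood ratio test 261 and limma-voom 6.
Over all genes tested, the first principal component held 44.0% of the variance and set *Mex3a* KO replicate 1 apart (72.1, against −51.9 to 8.09 in the other libraries). Correlations of log2 CPM between libraries, which are across genes, were 0.969 to 0.972 within WT, 0.957 to 0.984 within *Mex3a* KO and 0.927 to 0.979 between the genotypes. Clustering by Manhattan distance and average linkage into 2 groups left *Mex3a* KO replicate 1 alone when it used all genes tested. Restricted to the genes past the thresholds, which were chosen for the difference, it separated the genotypes.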

We identified 725 differentially expressed genes (DEGs) in the *Mex3a* mutant crypts compared to WT controls (*P* < 0.01 and −1.5 ≥ fold‐change ≥ 1.5; Dataset EV1), 517 of which were upregulated and 208 were downregulated, with a high degree of similarity within genotypes (Fig 4A). 

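Genes of lipid uptake and export had higher means in *Mex3a* KO crypts. *Cd36*, a fatty acid transporter, went from 10.3 ± 8.15 to 56.6 ± 14.7 CPM (log2 fold change 2.45, standard error 0.57, unadjusted p = 0.00306), and *Apoa1*, the main protein of high-density lipoprotein, from 1433 ± 1033 to 4353 ± 2485 CPM (log2 fold change 1.60, standard error 0.58, unadjusted p = 0.0262). *Abcg5* and *Abcg8*, which together pump sterols back into the gut lumen, had log2 fold changes of 0.95 (standard error 0.39) and 1.17 (standard error 0.46), with unadjusted p-values of 0.0398 and 0.0373 from edgeR, and the mice of both genotypes overlapped. Without *Mex3a* KO replicate 1 *Apoa1* had 1.03, *Abcg5* 0.63 and *Abcg8* 0.69, and without WT replicate 2 *Abcg5* had 1.46. *Acadl*, an acyl-CoA dehydrogenase of fatty acid oxidation, went from 110 ± 14.5 to 203 ± 50.2 CPM (log2 fold change 0.88, standard error 0.20, unadjusted p = 0.00303). In the later library group alone all of these were smaller: *Cd36* had 1.80, *Apoa1* 0.85, *Abcg5* 0.46, *Abcg8* 0.57 and *Acadl* 0.60.
Of 28 genes of lipid absorption and cholesterol transport, 28 had a higher value in *Mex3a* KO crypts, with a median log2 fold change of 0.83. The list as a whole passed camera with its preset correlation (adjusted p = 7.6e-14), but not with an estimated one (adjusted p = 0.253 with an estimated correlation). Other members were *Dgat1*, which completes triglyceride synthesis (0.78), and *Abca1*, a cholesterol exporter (1.05). None passed alone: 0 genes had an adjusted p under 0.05 from edgeR over all genes or adjusted over the list alone, 12 were higher at an unadjusted p under 0.05, DESeq2 called 2, edgeR's likelihood ratio test 1 and limma-voom 0.
Of 31 genes of fatty acid oxidation, 28 had a higher value, with a median of 0.57 (camera adjusted p = 6.7e-13, adjusted p = 0.253 with an estimated correlation). Adjusted over the list alone, 13 of them rose and 0 fell, among them *Acadl*, the mitochondrial thioesterase *Acot2* (0.90), the enoyl-CoA isomerase *Eci2* (0.81) and the thiolase *Acaa2* (0.72). Across all genes tested, edgeR called 0 of them, with 17 higher at an unadjusted p under 0.05, DESeq2 called 8, the likelihood ratio test 4 and limma-voom 0. Of 25 genes of cholesterol synthesis, 18 had a lower value (median −0.22, camera adjusted p = 0.0987). By the running-sum test this list lay among the lower genes (normalized score −1.80, adjusted p = 0.0233), but it did not pass camera with an estimated correlation either (adjusted p = 0.634 with an estimated correlation). Its median was 0.014 without *Mex3a* KO replicate 1 and 0.0079 in the later library group alone, and it passed camera without WT replicate 2 (−0.32, adjusted p = 0.00521), without *Mex3a* KO replicate 3 (−0.31, adjusted p = 0.000730) and without a filter beyond 1 read.
Enterocytes, the absorptive cells that take up dietary lipid, share 7 of the 28 lipid absorption genes with their own marker list. All 32 enterocyte markers had a higher value in *Mex3a* KO crypts, with a median of 1.05 (camera adjusted p = 8.3e-18, adjusted p = 0.253 with an estimated correlation). When adjusted over the list alone, 5 of them rose, among them the amino acid transporter *Slc6a19* (1.55). Single calls by edgeR over all genes were 0, with 19 higher at an unadjusted p under 0.05, DESeq2 6, the likelihood ratio test 4 and limma-voom 0. Their mean log2 CPM was 7.37, 8.58 and 7.43 in WT replicates 1 to 3 and 9.50, 8.68 and 8.71 in *Mex3a* KO replicates 1 to 3 (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). In the later library group alone the medians were 0.36 for lipid absorption and 0.53 for the enterocyte markers, and without WT replicate 2 that of lipid absorption was 1.40.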

Using the Enrichr bioinformatics database 47, gene ontology (GO) assessment showed that biological processes related with lipid homeostasis were significantly enriched in the upregulated class (Fig 4B), including genes like *Abcg5*,* Abcg8*,* Acadl*,* Apoa1* and *Cd36*. On the other hand, terms associated with regulation of mitosis were top ranked in the downregulated class (Fig 4C), including genes like *Aurka*,* Ccnd1*,* Cenpa*,* Plk1* and *Tuba1a*. 

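All 50 genes of mitosis and the G2/M phase had a lower value in *Mex3a* KO crypts, with a median log2 fold change of −0.53. *Plk1*, a kinase that drives entry into and passage through mitosis, went from 73.8 ± 19.2 to 43.6 ± 4.90 CPM (log2 fold change −0.76, standard error 0.21, unadjusted p = 0.00812). *Aurka*, a kinase of the centrosomes and spindle, went from 41.6 ± 10.5 to 24.8 ± 3.28 CPM (log2 fold change −0.75, standard error 0.21, unadjusted p = 0.00869). *Cenpa*, the histone variant that marks centromeres, had a log2 fold change of −0.84 (standard error 0.29, unadjusted p = 0.0200 from edgeR). Outside the list, *Ccnd1*, the cyclin of the G1 phase, had −0.88 (standard error 0.25, unadjusted p = 0.00919), and *Tuba1a*, an alpha-tubulin, −1.05 (standard error 0.31, unadjusted p = 0.0102). In the later library group alone *Plk1* had −0.48, *Aurka* −0.43, *Cenpa* −0.54, *Ccnd1* −0.61 and *Tuba1a* −1.30.
The list also holds *Prc1*, which bundles spindle microtubules (−0.74), the spindle-binding protein *Hmmr* (−0.68) and *Mki67*, the gene of the KI67 antigen, at 724 ± 106 CPM in WT and 515 ± 150 CPM in *Mex3a* KO crypts (log2 fold change −0.49, unadjusted p = 0.0859 from edgeR). The list passed camera with its preset correlation (adjusted p = 2.5e-20) and not with an estimated one (adjusted p = 0.253 with an estimated correlation). No member passed alone: edgeR called 0 over all genes and 0 adjusted over the list alone, with 30 lower at an unadjusted p under 0.05, and DESeq2, the likelihood ratio test and limma-voom called 0 each. The lower class at the unadjusted thresholds held 5 of the 50 (Fisher's exact test, adjusted p = 0.00100).
Of 38 genes of DNA replication and S phase, 36 had a lower value (median −0.33, camera adjusted p = 3.4e-07, adjusted p = 0.459 with an estimated correlation). The mean level of this list per mouse gave p = 0.3 (exact permutation test, two-sided). *Pcna*, the sliding clamp of the replication fork, had a log2 fold change of −0.34 (unadjusted p = 0.163 from edgeR). Single calls were 0 by edgeR over all genes and 0 adjusted over the list alone, with 3 lower at an unadjusted p under 0.05, and 0 by the other 3 tools. In the later library group alone the mitosis median was −0.31 (camera adjusted p = 1.2e-13 with the preset correlation), and the S phase list no longer passed (−0.11, adjusted p = 0.0642). Without *Mex3a* KO replicate 1 the S phase median was −0.14, *Mki67* had −0.26 and *Pcna* −0.15.
The level of the mitosis genes ran against that of the enterocyte markers across the 6 libraries. Pearson's r with a score of 25 enterocyte markers was −0.974 and Spearman's rho −0.943 (n = 6 libraries, exact permutation p = 0.00417 and 0.0167). These p-values stayed the same after adjustment over the 3 relations computed, and without the 2 libraries farthest from the median, WT replicates 1 and 3, r was −0.995. Within the 4 libraries of the later group r was −0.994, given without a test, and the earlier group holds only 2 libraries. The permutations moved libraries across genotypes, so the difference between the genotypes in both measures enters the p-values. Within WT r was −0.997 and within *Mex3a* KO −0.994, over 3 libraries each and without a test.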

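Most genes of the PPAR pathway, the nuclear receptors that sense fatty acids and switch on lipid metabolism, had a higher value in *Mex3a* KO crypts (37 of 54, median log2 fold change 0.48), and several Wnt pathway genes had lower values. The PPAR list passed camera with its preset correlation (adjusted p = 2.4e-06) and not with an estimated one (adjusted p = 0.253 with an estimated correlation). *Angptl4*, a secreted inhibitor of lipoprotein lipase and a PPAR target, went from 10.9 ± 3.17 to 70.4 ± 63.6 CPM (log2 fold change 2.69, standard error 0.62, unadjusted p = 0.00276). *Mex3a* KO replicate 1 held 143 CPM of it, against 26.7 and 41.1 in replicates 2 and 3, and the log2 fold change was 1.64 without that library. Among the receptors, *Ppara* went from 37.0 ± 5.84 to 58.1 ± 3.81 CPM (log2 fold change 0.65, standard error 0.16, unadjusted p = 0.00344), *Pparg* had a log2 fold change of 0.95 (standard error 0.28, unadjusted p = 0.00958), and *Ppard* had −0.27 (standard error 0.15, unadjusted p = 0.126), all from edgeR. *Cyp27a1*, a sterol hydroxylase of bile acid synthesis, had 2.04, and *Pdk4*, a kinase that shifts cells from glucose to fatty acid use, had 2.62, outside the PPAR list but in that of fatty acid oxidation. Without *Mex3a* KO replicate 1, *Pparg* had 0.59 and *Pdk4* 1.69.
When adjusted over the list alone, 4 PPAR pathway genes rose (*Cd36*, *Acadl*, *Ppara* and *Angptl4*) and 0 fell. Over all genes edgeR called 0, with 18 higher and 2 lower at an unadjusted p under 0.05, DESeq2 called 6, the likelihood ratio test 4 and limma-voom 0. The higher class at the unadjusted thresholds held 7 of its 54 genes (Fisher's exact test, adjusted p = 0.000196; camera adjusted p = 0.253 with an estimated correlation). The median was 0.26 in the later library group alone (camera adjusted p = 0.000807 with the preset correlation), 0.29 without WT replicate 1 and 0.28 without *Mex3a* KO replicate 1.
Across the 6 libraries the 50 PPAR pathway genes outside the enterocyte list followed the enterocyte score (Pearson's r 0.985, Spearman's rho 0.943, n = 6, exact permutation p = 0.00417 and 0.0167, unchanged by adjustment over 3 relations). Without the 2 libraries farthest from the median of the score, r was 0.993. Within the 4 libraries of the later group it was 0.979, given without a test, and the earlier group holds only 2 libraries. Here too the difference between the genotypes enters the permutation p-values. Within WT r was 0.981 and within *Mex3a* KO 0.999, over 3 libraries each and without a test.
For the Wnt pathway, the lower class at the unadjusted thresholds held 7 of 56 members (Fisher's exact test, adjusted p = 2.6e-05), and the higher class 1. As a whole the list had 26 higher and 30 lower values (median −0.096) and passed neither camera (adjusted p = 0.135, adjusted p = 0.253 with an estimated correlation) nor the running-sum test (adjusted p = 0.289). Among the lower class stood *Fzd2*, a Wnt receptor, with a log2 fold change of −1.48 (standard error 0.43, unadjusted p = 0.00938 from edgeR).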

Interestingly, KEGG pathway analysis revealed a significant enrichment in genes associated with the peroxisome proliferator‐activated receptor (PPAR) and the Wnt signalling pathways in the upregulated and downregulated classes, respectively (Fig 4D).

**Figure 4:**
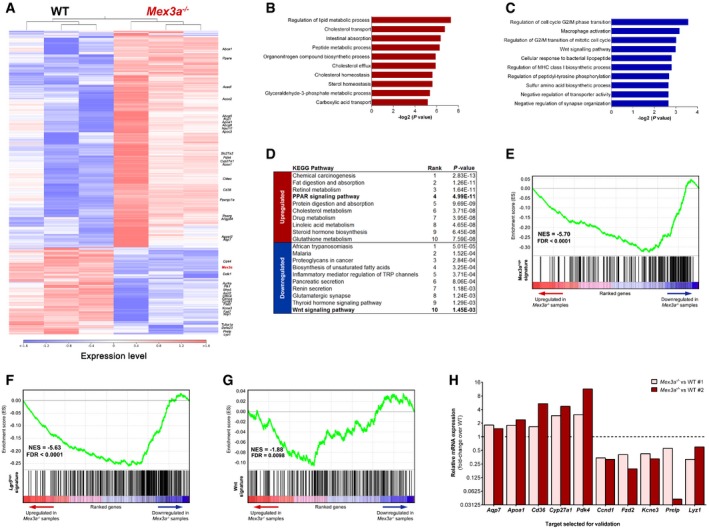
*Mex3a* deletion leads to activation of the PPAR pathway at the crypt level AHierarchical clustering of samples (*n* = 3 for each genotype) and heatmap of differentially expressed genes between the *Mex3a* ^−/−^ and WT mice. The red colour represents overexpression, while the blue colour represents under‐expression.B, CGO analysis of differentially expressed genes concerning (B) upregulated (red bars) and (C) downregulated (blue bars) biological processes. The 10 most significant terms in each class are depicted according to their *P* value.DKEGG pathway analysis of differentially expressed genes. The 10 most significant terms in each class are depicted according to their *P* value.E–GGSEA pre‐ranked analysis comparing the *Mex3a* ^−/−^ transcriptional profile against (E) the *Mex3a* ^high^, (F) the *Lgr5* ^high^ and (G) the Wnt signalling pathway gene signatures.HqPCR analysis of selected genes in a cohort of independent mice. Data are presented as the mean fold‐change of target gene expression in 2 biological replicates (*Mex3a* ^−/−^ vs. WT #1 and *Mex3a* ^−/−^ vs. WT #2) of *Mex3a* KO intestinal crypts relative to the respective WT controls (dashed line).

To gather more insights regarding the global pattern of transcriptional changes associated with *Mex3a* deletion, we compared our entire RNA‐seq dataset with already defined gene signatures of interest by performing gene set enrichment analysis (GSEA). We found a significant overlap between a recently defined *Mex3a* ^high^ gene signature 42 and the downregulated gene class, thus validating our *Mex3a* deletion model (Fig 4E). 

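*Mex3a* RNA was nearly lost from the crypts of all 3 *Mex3a* KO mice. It stood at 11.7, 17.1 and 18.3 CPM in WT replicates 1 to 3 and at 0.946, 0.759 and 0.878 CPM in *Mex3a* KO replicates 1 to 3. The means were 15.7 ± 3.50 and 0.861 ± 0.0949 CPM (SD, n = 3), a log2 fold change of −4.19 (standard error 0.26, adjusted p = 0.00582 from edgeR's quasi-likelihood test). Behind these values lie 405 to 552 reads per WT library and 21 to 27 per *Mex3a* KO library.
*Mex3a* (ENSMUSG00000074480) lies on the forward strand of chromosome 3 of GRCm38 from 88532395 to 88541396. The KO allele carries a lacZ cassette in place of part of the gene in exon 2, so reads from the parts of the transcript left in place may remain in the KO libraries. The other 3 genes of the family of RNA-binding proteins, *Mex3b*, *Mex3c* and *Mex3d*, had log2 fold changes from −0.34 (*Mex3b*) to 0.0043 (*Mex3d*, lower at −0.14 when scaled by library size alone and at −0.10 without *Mex3a* KO replicate 3), and 0 of them passed edgeR's test over all genes, adjusted over the list alone or at an unadjusted p under 0.05. With *Mex3a* included, the median of the family was −0.29 (camera adjusted p = 0.0101, adjusted p = 0.253 with an estimated correlation), and the call was lost without *Mex3a* KO replicate 1 (−0.16, adjusted p = 0.113) and in the later library group alone (−0.17, adjusted p = 0.0859). DESeq2, the likelihood ratio test and limma-voom each called *Mex3a* alone of the family. Without *Mex3a* KO replicate 2 its log2 fold change was −4.10, with an adjusted p of 0.0869. The signature of cells with high *Mex3a* was not analysed here.

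**Figure D1:**
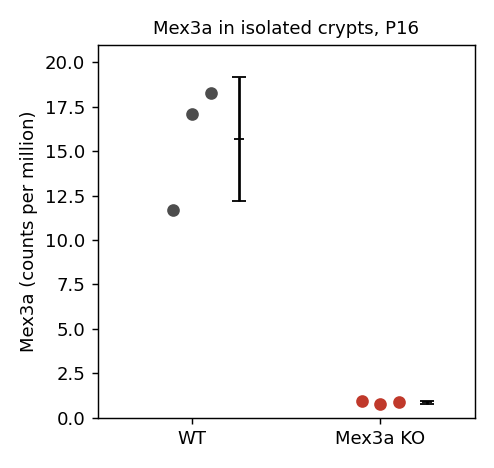
*Mex3a* in CPM (vertical axis) in the crypt library of each WT and *Mex3a* KO mouse. Points are mice, and the bars beside them give the mean and SD of 3. The *Mex3a* KO mice lie between 0.759 and 0.946, below all WT mice.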

We also observed an enrichment for the *Lgr5* ^+^ mRNA intestinal stem cell gene signature 40 within the downregulated gene set (Fig 4F). Furthermore, we detected a significant enrichment for Wnt signalling pathway members 48 within the *Mex3a* KO downregulated gene class (Fig 4G). 

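Most markers of *Lgr5*+ stem cells had a lower value in *Mex3a* KO crypts, while *Lgr5* itself hardly differed. Of 50 markers, 41 were lower, with a median log2 fold change of −0.43. *Olfm4*, a secreted glycoprotein of the stem cells at the crypt base, had 2240 ± 371 CPM in WT (log2 fold change −0.93, standard error 0.21, unadjusted p = 0.00274), and *Ascl2*, a transcription factor that maintains these cells, went from 25.4 ± 2.15 to 16.6 ± 2.04 CPM (log2 fold change −0.62, standard error 0.16, unadjusted p = 0.00482). *Lgr5*, the receptor for R-spondins that defines them, was at 169 ± 20.7 CPM in WT and 159 ± 37.5 in *Mex3a* KO crypts (log2 fold change −0.082, standard error 0.20, unadjusted p = 0.685 from edgeR). Its direction changed to 0.021 without WT replicate 1, 0.0079 without *Mex3a* KO replicate 2 and 0.017 without *Mex3a* KO replicate 3.
Adjusted over the list alone, 18 markers fell and 1 rose. Those that fell included *Olfm4*, *Gkn3*, the urea transporter *Slc14a1* (−2.96), the matrix proteoglycan *Prelp* (−1.47), the potassium channel subunit *Kcne3* (−1.12) and the integrin *Itga1* (−0.80). The one that rose was Aqp1, a water channel (0.71), named here after its value was seen. From edgeR's test over all genes, the call was 1 marker, *Gkn3*, with 27 lower and 3 higher at an unadjusted p under 0.05. DESeq2 called 10 lower and 1 higher, the likelihood ratio test 8 lower and limma-voom 1 lower.
The list passed camera with its preset correlation (adjusted p = 6.8e-12), but not with an estimated one (adjusted p = 0.246 with an estimated correlation). It lay among the lower genes by the pre-ranked running-sum test (normalized score −4.24, adjusted p = 0.000352, the smallest that its 10000 permutations gave among the lists). The lower class at the unadjusted thresholds held 12 of the 50 (Fisher's exact test, adjusted p = 7.9e-12). In the later library group alone the median was −0.30 (camera adjusted p = 2.0e-10 with the preset correlation). The list was compiled for this comparison and is not the published signature.
Of the 4 markers of +4 cells, a reserve population above the crypt base, all 4 had a lower value (median −0.22, camera adjusted p = 0.105, adjusted p = 0.471 with an estimated correlation). The median was −0.026 without *Mex3a* KO replicate 1 and −0.13 in the later library group alone, and the list passed camera without WT replicate 1 (−0.30, adjusted p = 0.0425) and without *Mex3a* KO replicate 3 (−0.34, adjusted p = 0.0471). *Lrig1*, a brake on growth factor receptors, had a log2 fold change of −0.44 (unadjusted p = 0.0284 from edgeR) and the homeobox gene *Hopx* −0.13 (unadjusted p = 0.593). *Hopx* changed direction without *Mex3a* KO replicate 1 (0.10) and in the later library group alone (0.031).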

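Wnt pathway members went both ways in *Mex3a* KO crypts, and known Wnt target genes of the crypt mostly had lower values. *Fzd7*, the Wnt receptor of *Lgr5*+ cells, went from 48.5 ± 4.03 to 30.5 ± 2.70 CPM (log2 fold change −0.67, standard error 0.14, unadjusted p = 0.00170). *Sfrp5*, a secreted Wnt inhibitor, went from 40.9 ± 16.6 to 7.34 ± 4.81 CPM (log2 fold change −2.47, standard error 0.53, unadjusted p = 0.00177), and the ligand *Wnt4* from 0.859 ± 0.195 to 4.61 ± 3.23 CPM (log2 fold change 2.41, standard error 0.52, unadjusted p = 0.00201).
Of 56 pathway members, 30 had a lower and 26 a higher value, with a median log2 fold change of −0.096. Adjusted over the list alone, 5 fell and 1 rose (*Wnt4*). Those that fell were *Fzd7*, *Sfrp5*, the phospholipases *Plcb4* (−1.18) and *Plcb2* (−1.16), which act in calcium signalling, and Sfrp2, another Wnt inhibitor (−1.63, named after its value was seen). *Plcb2* also stands in the list of tuft cell markers. No member was called over all genes (0 by edgeR), with 7 lower and 2 higher at an unadjusted p under 0.05, DESeq2 called 6 lower and 1 higher, the likelihood ratio test 3 lower and 1 higher, and limma-voom 0.
As a whole the list did not pass camera (adjusted p = 0.135, adjusted p = 0.253 with an estimated correlation) or the running-sum test (normalized score −1.14, adjusted p = 0.289). The median turned to 0.025 without *Mex3a* KO replicate 3 (adjusted p = 0.280). The list passed camera without WT replicate 3 (median −0.12, adjusted p = 0.0359) and not in the later library group alone (−0.060, adjusted p = 0.255).
Of 29 Wnt target genes of the crypt, 21 had a lower value, with a median of −0.27 (camera adjusted p = 0.000370, adjusted p = 0.291 with an estimated correlation). The mean level of these genes per mouse gave p = 0.2 (exact permutation test, two-sided). Adjusted over the list alone 1 fell, the adhesion receptor *Cd44* (log2 fold change −1.13, standard error 0.21, unadjusted p = 0.000785). At the level of all genes edgeR called 0, with 8 lower at an unadjusted p under 0.05, DESeq2 and the likelihood ratio test called 1 each and limma-voom 0. *Ephb3*, a receptor that positions cells in the crypt, had a log2 fold change of −0.53. *Axin2*, a feedback inhibitor and a widely used readout of Wnt activity, was at 257 ± 43.6 CPM in WT and 235 ± 4.67 in *Mex3a* KO crypts (log2 fold change −0.13, standard error 0.16, unadjusted p = 0.426 from edgeR). Its direction changed to 0.014 without WT replicate 1 and to 0.011 in the later library group alone. The target list shares 13 of its 29 genes with the *Lgr5*+ markers, and its median in the later group was −0.27 (camera adjusted p = 6.9e-05 with the preset correlation).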

Finally, we validated by qPCR the induction of selected targets from the PPAR pathway, including *Apoa1*,* Cd36* and *Cyp27a1*, as well as the decreased expression level of different members of the Wnt pathway and the *Lgr5* ^+^ transcriptional signature, including *Ccnd1*,* Fzd2* and *Kcne3* (Fig 4H). Hence, the expression data match our histological findings of a reduced number of *Lgr5* ^+^ ISCs and of proliferative cells upon *Mex3a* deletion, but also point to a putative role of an altered PPAR/Wnt signalling crosstalk associated with the observed phenotypes.

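Besides the stem cells, markers of several secretory cells of the crypt had lower values in *Mex3a* KO mice. *Lyz1*, the lysozyme of Paneth cells, which feed the stem cells and secrete antimicrobial proteins, went from 3004 ± 970 to 1108 ± 280 CPM (log2 fold change −1.44, standard error 0.30, unadjusted p = 0.00169). *Dclk1*, the usual marker of tuft cells, went from 20.1 ± 2.05 to 11.6 ± 3.17 CPM (log2 fold change −0.79, standard error 0.22, unadjusted p = 0.00809). Among enteroendocrine hormones, *Nts*, which encodes neurotensin, had a log2 fold change of −1.29 and *Gip*, the incretin of K cells, −0.81. *Clca1*, secreted by goblet cells with their mucus, went from 351 ± 68.2 to 107 ± 18.9 CPM (log2 fold change −1.72, adjusted p = 0.0735 from edgeR).
Of 20 Paneth cell markers, 17 had a lower value (median −0.43, camera adjusted p = 0.000370, adjusted p = 0.471 with an estimated correlation), and 1 fell adjusted over the list alone (*Lyz1*). Of 20 tuft cell markers, 19 had a lower value (median −0.53, camera adjusted p = 5.7e-06, adjusted p = 0.253 with an estimated correlation), and 4 fell adjusted over the list alone. Of 24 enteroendocrine markers, 23 had a lower value (median −0.42, camera adjusted p = 7.1e-08, adjusted p = 0.253 with an estimated correlation), and 5 fell adjusted over the list alone. The 18 goblet cell markers were 9 higher and 9 lower (median −0.053, camera adjusted p = 0.105), and 1 fell adjusted over the list alone (*Clca1*).
Over all genes edgeR called 0 members of these 4 lists. At an unadjusted p under 0.05, 5 Paneth, 6 tuft, 6 enteroendocrine and 1 goblet cell markers were lower and 0 higher. DESeq2 called 3, 1, 4 and 1 of them lower in the same order, the likelihood ratio test 1, 0, 2 and 1, and limma-voom 0 in each.
In the later library group alone the medians were −0.62 for Paneth (camera adjusted p = 8.6e-06), −0.82 for tuft (adjusted p = 9.6e-13) and −0.66 for enteroendocrine markers (adjusted p = 1.5e-12), and the goblet markers passed (−0.23, adjusted p = 0.00150). These values use camera's preset correlation and rest on replicates 2 and 3 of each genotype. With that correlation, 13 to 18 lists also passed when all 6 libraries were regrouped across the genotypes. The Paneth median was −0.045 without WT replicate 1, where the call was lost (adjusted p = 0.114), −0.68 without WT replicate 3, −0.96 without *Mex3a* KO replicate 1, and −0.14 without either *Mex3a* KO replicate 2 or 3. The goblet markers also passed with DESeq2 (−0.052, adjusted p = 0.0295), without WT replicate 3 (−0.20, adjusted p = 0.000855) and without *Mex3a* KO replicate 1 (−0.30, adjusted p = 9.6e-05), and the enteroendocrine median was −0.67 without the latter. The goblet median was above 0 when any 1 of the other libraries was left out, at 0.053 and 0.0083 without WT replicates 1 and 2 and 0.11 and 0.056 without *Mex3a* KO replicates 2 and 3.

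**Figure D2:**
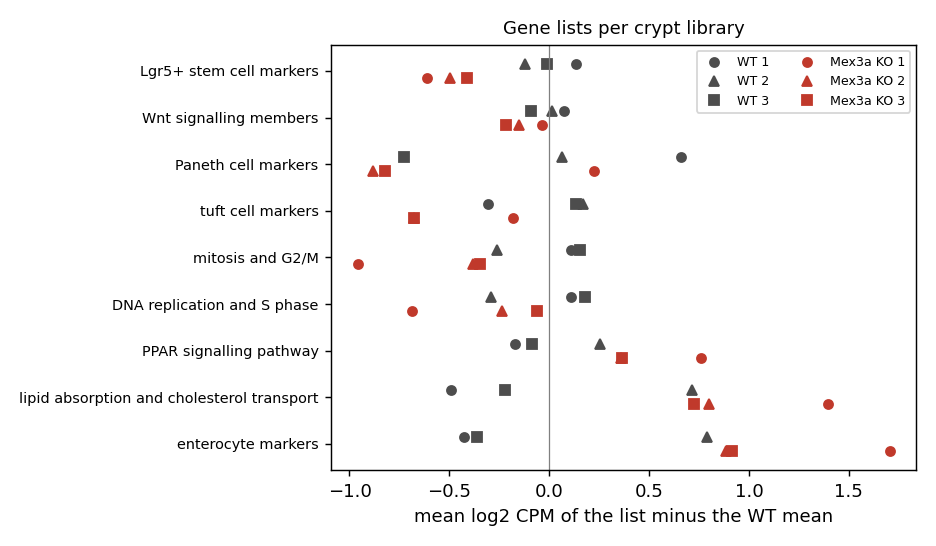
Mean log2 CPM of 9 gene lists in each crypt library minus the mean of the WT libraries (horizontal axis, log2). Grey symbols are WT and red symbols *Mex3a* KO mice, and the symbol's shape gives the replicate number. The *Mex3a* KO mice lie below all WT mice for the *Lgr5*+ markers and mitosis, above them for PPAR, lipid absorption and the enterocyte markers, and overlap with them for the Wnt members, Paneth, tuft and S phase lists.

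The paper sets the lower stem cell and mitosis genes beside its tissue sections, in which *Lgr5*+ and proliferating cells were fewer (Fig 2). It proposes from its expression data that a changed exchange between the PPAR and Wnt pathways is linked to the phenotypes. These data include the PPAR pathway in the higher class, the Wnt pathway in the lower one, and GSEA. They also include qPCR in independent mice (Fig 4H), with *Apoa1*, *Cd36* and *Cyp27a1* higher and *Ccnd1*, *Fzd2* and *Kcne3* lower in *Mex3a* KO crypts.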

### MEX3A regulates PPARγ signalling

The PPAR family of nuclear receptors is comprised of three different isotypes (alpha, beta/delta and gamma) with distinct tissue distribution and ligand specificities. Their activation by endogenous ligands leads to the transactivation of target genes mainly involved in metabolic homeostasis, namely lipid and glucose metabolism 49.

We started by exploring a putative role of MEX3A in the regulation of the PPAR transcription factors by performing transfection experiments in the liver cell line HepG2, which expresses the three PPAR members. Transient MEX3A overexpression led to a 38% decrease in PPARγ protein levels only, without changes in PPARα or PPARβ/δ (Appendix Fig S5A). In order to establish a regulatory link between MEX3A and PPARγ in a more suitable biological context, we used the previously generated Caco‐2 intestinal cell line stably transfected with a MEX3A construct 39. MEX3A overexpression in Caco‐2 cells led to a 70% decrease in PPARγ protein levels (Appendix Fig S5B). Moreover, the reduced PPARγ expression was associated with a decrease in AQP7 50 and CYP27A1 51 protein levels, two PPARγ transcriptional targets found to be upregulated in the *Mex3a* null mice (Appendix Fig S5B). Treatment with the specific PPARγ agonist rosiglitazone did not rescue this effect, inducing a slightly higher expression of PPARγ in Caco‐2 mock cells only (Appendix Fig S5C). Of note, when we explored the metabolic consequences of MEX3A overexpression, it was apparent that these cells exhibited reduced mitochondrial respiration in both pre‐confluent and post‐confluent culture conditions compared to Caco‐2 mock cells (Appendix Fig S6A and B). Besides, there was a strong inhibition of glycolysis by MEX3A expression in post‐confluency (Appendix Fig S6C–F). Thus, in line with the RNA‐seq, these data demonstrate that MEX3A expression impacts PPARγ expression and cell metabolism.

Then, we addressed PPARγ expression in mice intestine. We observed a compartmentalized pattern of PPARγ expression in the WT intestine, with increased levels as adult‐type enterocytes migrate to occupy the entire villus length (Fig 5A), as previously described 52. In the *Mex3a* mutant intestine, this compartmentalization is lost (Fig 5A) and PPARγ is expressed along the entire crypt‐villus unit. This different pattern does not seem to be transcriptionally mediated, as *Pparg* mRNA expression is also detected in the WT crypts (Fig 5B).

**Figure 5:**
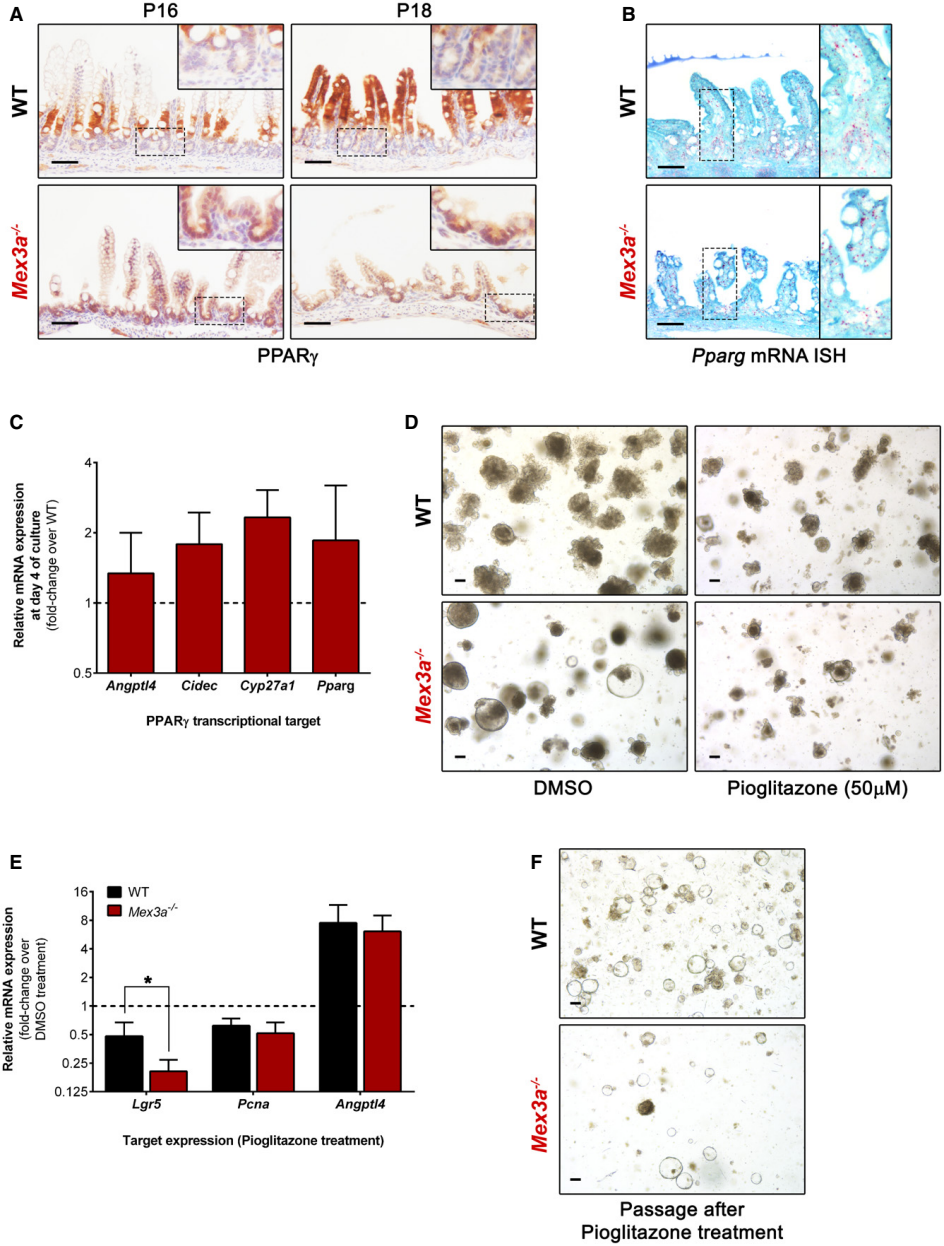
MEX3A regulates PPARγ signalling Immunohistochemistry staining for PPARγ in *Mex3a* KO and WT mice ileum. Inserts depict high magnification of the boxed areas. Scale bars, 50 μm.
*Pparg* mRNA ISH in ileal sections of *Mex3a* mutants and littermate controls at P18. Inserts depict high magnification of the boxed areas. Scale bars, 50 μm.qPCR analysis of PPARγ transcriptional targets in organoid cultures at day 4. Data are presented as the mean fold‐change plus standard error (*n* = 3 for each genotype) for target gene expression in *Mex3a* KO intestinal organoids relative to WT (dashed line).Representative phase‐contrast microscopy images of *Mex3a* KO and WT intestinal organoids after 5 days of treatment with 50 μM pioglitazone or vehicle (DMSO). Scale bars, 100 μm.qPCR analysis of *Lgr5*,* Pcna* and *Angptl4* expression in organoid cultures after 5 days of treatment with 50 μM pioglitazone. Data are presented as the mean fold‐change plus standard error (*n* = 4 for each genotype) for target gene expression in pioglitazone‐treated organoids relative to the DMSO vehicle (dashed line). *P =* *0.02, Student's *t*‐test.Representative phase‐contrast microscopy images of *Mex3a* KO and WT intestinal organoids at day 1 after passaging pioglitazone‐ or vehicle (DMSO)‐treated organoids. Scale bars, 100 μm.

To evaluate the putative functional link between increased PPARγ signalling in the crypt and the strong reduction in ISC numbers, we first assessed in intestinal organoids the expression of *Pparg* and a panel of its target genes upregulated in the RNA‐seq data, namely *Angptl4* 53, *Cidec* 54 and *Cyp27a1*. We observed that the mRNA levels of *Pparg* and its targets were not significantly different between WT and *Mex3a* KO‐derived organoids (Fig 5C), suggesting that culture media conditions might influence the PPARγ signalling pathway. In a recent study, the removal of glucose or glycolysis inhibition was shown to completely suppress the expansion of hematopoietic progenitor cells promoted by PPARγ antagonism 55. Thus, to overcome this roadblock and specifically address the effect of PPARγ activity over ISCs, we treated organoid cultures with PPARγ‐selective agonists. We observed a dramatic reduction in number and size of both WT and *Mex3a* KO organoids upon treatment with either rosiglitazone or pioglitazone for 5 days (Fig 5D). Most interestingly, the response was markedly accentuated in *Mex3a* mutant organoids, as indicated by the decreased level of *Lgr5* mRNA expression (Fig 5E) and the lower efficiency of new organoid initiation after passaging when compared to WT organoids (Fig 5F). Overall, combining the RNA‐seq and immunohistochemical data in mice with the organoid culture molecular characterization, these results demonstrate that high PPARγ signalling is sufficient to significantly impair *Lgr5* ^+^ ISC maintenance in the absence of MEX3A, suggesting its increased activity is responsible, at least in part, for the phenotype observed in the *Mex3a* KO mice.

## Discussion

In this study, we demonstrate for the first time that MEX3A is determinant for maintaining *Lgr5* ^+^ ISCs and for proper intestinal homeostasis during early postnatal life, in part by controlling PPARγ signalling.

The *Mex3a* KO mice exhibit a heterogeneous phenotype. On average, only half of the *Mex3a* ^−/−^ mutants are born. About 40% of them survive until adulthood, whereas the remaining 60% exhibit a general failure to thrive and postnatal lethality associated with prominent alterations in the intestinal tract, pinpointing a primary role for MEX3A in intestinal function. In the case of surviving mice, *Mex3a* functional compensation might occur during embryonic development. This is not surprising, as genes with paralogues are prone to give rise to strains with incomplete penetrance 56. All four MEX‐3 family members share a high degree of homology, particularly at the level of their RNA‐binding domains 57. Therefore, there is a possibility of redundancy in case of ablation of an individual member. We assessed the transcriptional profile of *Mex3b*,* Mex3c* and *Mex3d* in surviving *Mex3a* KO mice. All members were detected in the small intestine crypts, but no differences were found in mRNA expression levels when compared to WT controls (Pereira B, unpublished observation). It was previously observed by ISH and also using a *Mex3a* promoter‐driven tdTomato reporter mouse that high *Mex3a* mRNA expression was preferentially located at the +3/+4 crypt position in the adult small intestine 42. Our analysis showed that during murine postnatal development *Mex3a* mRNA location is broader, with accumulated expression in the lower portion of the crypts and levelling off towards upper positions. The difference in developmental time‐points analysed is probably the main reason behind this discrepancy. ISC hierarchy is not completely defined during postnatal development, without a clear separation between active cycling and quiescent stem cell populations. This is supported by the largely intersecting mRNA expression pattern of both types of ISC markers observed in this work and in other studies during the same period 58, 59. It is possible that *Mex3a* expression becomes more restricted along time as the stem cell niche becomes fully established.

Given the constitutive nature of the *Mex3a* KO mouse model here described, it is important to pinpoint the cell of origin of the intestinal phenotype. The restricted expression pattern of *Mex3a* suggests a major function in the ISC epithelial population. Backing it up, a significant percentage of the *Mex3a* ^+/−^ *;Lgr5* ^+/*EGFP*^ double heterozygous mice also display postnatal lethality associated with decreased *Lgr5* ^+^ ISC number, akin to the *Mex3a* single KO mice. It seems *Mex3a* and *Lgr5* combined haploinsufficiency results in a cumulative phenotypic effect that can only be confined to ISCs, as this is the only cell population expressing both markers. Furthermore, there is a delayed process of *Mex3a* KO organoid maturation that is recapitulated after each passage, strongly indicating an intrinsic defect to the epithelial ISCs because these are the only ones contributing to organoid formation. Deletion of *Mex3a* in other cell types, such as stromal cells, might also contribute non‐cell‐autonomously to the observed alterations. However, *Mex3a* mRNA expression was detected at very low levels in the intestinal stromal compartment or not reported to be expressed there 42. Moreover, we did not find an altered expression profile of genes coding for growth factors secreted from the KO mesenchymal tissue and relevant to ISC maintenance. Lastly, organoids challenged with KO mesenchymal‐derived conditioned media maintained their self‐renewal potential, suggesting *Mex3a* deletion is unlikely to disturb mesenchymal–epithelial crosstalk. Still, pending on the characterization of a conditional ISC‐driven *Mex3a* KO, we cannot formally exclude a contribution from stromal cells or even from a non‐intestinal source towards the reported phenotypes.

The striking loss of *Lgr5* ^+^ ISCs in *Mex3a* mutant mice could result from either increased apoptosis or altered stem cell identity. We performed immunohistochemistry against activated caspase‐3 but did not find increased levels of apoptosis in the *Mex3a* KO mouse crypts (Pereira B, unpublished observation). On the other hand, Paneth cell lineage emergence was severely impaired in the *Mex3a* KO mice during the second and third postnatal weeks, when normally there is an increase in its numbers 60. Given their status as a component of the stem cell niche by providing crucial Wnt and Notch signals, particularly in the context of *ex vivo* intestinal organoid cultures 61, this feature could explain the decreased *Lgr5* ^+^ ISC numbers. Nevertheless, there are also several studies demonstrating that Paneth cells do not play a standalone role in defining the ISC niche. *Lgr5* ^+^ cells confined to prospective crypts during the first postnatal days already display stem cell activity, early before the first immature Paneth cells emerge 23. In agreement, partial or even complete Paneth cell eradication in different mouse models still allows maintenance and proliferation of *Lgr5* ^+^ cells 23, 62. More recently, non‐epithelial paracrine sources of Wnt ligands have been described that provide a level of redundancy for the niche 63, 64, 65. In this study, isolated *Mex3a* KO crypts originate organoids in the absence of exogenous Wnt supplementation and containing Paneth cells, suggesting that the process of Paneth cell differentiation is not directly hindered by *Mex3a* deletion. Hence, the loss of *Lgr5* ^+^ ISCs does not seem to be the consequence of a defect in the Paneth cell lineage. RNA‐seq analysis of isolated *Mex3a* KO crypts indicates an overall downregulation of the *Lgr5* ^+^ transcriptional signature as well as of the Wnt signalling pathway, favouring the altered ISC identity hypothesis. The lower number of KI67^+^ proliferative cells, the almost complete absence of the differentiated cell lineages that normally expand postnatally (Paneth and tuft cells), and the delayed epithelial turnover, all point out to an impaired function of the ISC pool. As a final readout, TEM analysis uncovered the abnormal presence of suckling‐type enterocytes in the *Mex3a* KO mice during late postnatal stages. These enterocytes are reminiscent of epithelial cells present in patients with malabsorption disorders, having ultrastructural characteristics previously reported as being defective that might compromise nutrient uptake 46. Ultimately, this could be the cause underlying the observed weight loss and postnatal mortality.

GO and KEGG pathway analyses revealed a significant enrichment for genes associated with PPAR signalling in the *Mex3a* KO crypts. Among the three PPAR family members, PPARβ/δ was reported to have the highest expression level in ISCs, engaging a specific Wnt/β‐catenin programme in response to a high‐fat diet, leading to increased ISC number and function 66. This association with high Wnt activity levels contrasts with the changes observed in the *Mex3a* null mice. Besides, PPARβ/δ and PPARα protein levels did not change upon MEX3A overexpression in the cell lines tested, contrary to a MEX3A‐mediated downregulation of PPARγ expression. Yet, PPARγ role in the intestinal epithelium and particularly in ISCs has not been tackled. Our data demonstrate that the metabolic output of both *Mex3a* null mice and MEX3A overexpressing cells is altered, possibly mediated by PPARγ function 67. Contrary to what occurred *in vivo*, PPARγ baseline activity was not different between *Mex3a* KO and WT organoids. Specific microenvironmental cues (or the lack thereof) like growth factor concentration, nutrient availability or circadian rhythms, might allow circumventing the full effect of *Mex3a* deletion in the organoid culture system through distinct ways. For example, allowing maintenance of another stem cell population present in the tissue or de‐differentiation of committed progenitors. Such alternative stem cell population might still originate *Lgr5* ^+^ cells. In fact, this type of dynamic cellular transitions might be the reason underlying the discrepancies between *in vivo* crypt phenotypes and corresponding *in vitro* organoid cultures observed for different models 12, 68. Because the PPARγ pathway counteracting effect over Wnt signalling is lost *ex vivo*, we used selective agonists to induce PPARγ signalling activation. Overactivation of the PPARγ pathway dramatically impaired organoid formation due to loss of *Lgr5* ^+^ ISCs. Observations in other biological settings point to a reciprocally opposing crosstalk with the canonical Wnt/β‐catenin pathway that could be very relevant to explain the *Mex3a* KO mouse phenotype. For instance, PPARγ induction is necessary to suppress Wnt signalling during adipogenesis 69, 70. This regulation also blocks bone marrow progenitors from committing to the osteoblastic lineage 71. Several *in vitro* studies have shown that PPARγ activation causes growth arrest and differentiation of cancer cell lines, including those derived from lung, prostate, breast, pancreas and colon 72. Taking into account these considerations, we postulate that the absence of MEX3A *in vivo* results in high PPARγ signalling activity in the crypt, which in turn leads to decreased Wnt/β‐catenin pathway and loss of the *Lgr5* ^+^ transcriptional signature, resulting in ISCs gradual exhaustion and ensuing impairment of all ISC‐related functions.

In conclusion, the results presented here provide new insights regarding the functional importance of MEX3A for maintenance of the *Lgr5* ^+^ stem cell pool and uncover the PPARγ pathway as a novel molecular modulator of stem cell identity. The MEX3A‐mediated regulation of PPARγ signalling might also have a yet undisclosed significance for intestinal pathologies, namely cancer initiation/progression.

## Materials and Methods

### Animal models

Animal experimentation was performed in accordance with the Portuguese National Regulation established by Decreto‐Lei 113/2013, which is the national transposition of the European Directive 2010/63/EU for the Care and Use of Laboratory Animals. Procedures were evaluated and approved by the i3S Animal Welfare and Ethics Review Body and by the Portuguese National Authority for Animal Health (DGAV)—project licence code no 015434/2017‐07‐04. The authors involved in executing the procedures (B.P., A.L.A. and N.M.) are certified in animal experimentation (FELASA C course). Mice were bred and maintained at the animal facility of i3S, which is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC), under a standard 12‐h light/dark cycle, with water and rodent chow available *ad libitum*. *Mex3 a* ^*tm1(KOMP)Vlcg*^ strain was generated at the National Centre of Biotechnology (CNB‐CSIC, Madrid, Spain). *Lgr5* ^*tm1(cre*/*ERT2)Cle*^ and *Meox2* ^*tm1(cre)Sor*^ mice have been previously described and were obtained from The Jackson Laboratory (RRIDs IMSR_JAX:008875 and IMSR_JAX:003755, respectively). The *Meox2* ^+/*Cre*^ mouse model was used as a deleter strain for removal of the floxed neomycin (*Neo*) resistance gene present in the *Mex3a* deletion cassette. To avoid potential problems with the presence of the Cre recombinase, these mice were backcrossed with WT animals to obtain *Mex3a* ^+/−^ heterozygous mice (without *Neo* and without *Cre*) from which a colony was established. Animals were genotyped using specific primer pairs (Appendix Table S1) by collecting a minimal portion of tail between P1 and P3. Weights were monitored 3 times a week, and humane endpoints for euthanasia were defined that consisted in gradual weight loss during 3 consecutive weigh‐ins, dehydration, lethargy and reluctance to move when stimulated. For assessment of epithelial turnover rate, mice were injected intraperitoneally with 5‐bromo‐2′‐deoxyuridine (BrdU, 10 μl/g, Sigma‐Aldrich) 72 h before sacrifice. In general, at least three mice were used for each experiment with corresponding littermates or age‐matched animals as controls (detailed description and number of mice are reported in the respective figure legends).

### mRNA *in situ* hybridization (ISH) assay

Manual single‐plex ISH was performed using the RNAscope technology (Advanced Cell Diagnostics), whose design ensures selective amplification of target‐specific signals and improved signal‐to‐noise ratios when compared to classic ISH 73. The RNAscope 2.5 HD Detection Kit‐RED was used on formalin‐fixed paraffin‐embedded (FFPE) mouse tissue and intestinal organoid sections (5 μm) according to the manufacturer's recommendations with the following modifications: (i) after deparaffinization and rehydration, sections were subjected to the mild pre‐treatment protocol; (ii) AMP5 incubation was performed for 10 min for *Olfm4* probe (Mm‐Olfm4, ref. 311831), 30 min for *Lgr5* probe (Mm‐Lgr5, ref. 312171), 30 min for *Lrig1* probe (Mm‐Lrig1, ref. 310521), 45 min for *Hopx* probe (Mm‐Hopx, ref. 405161), 45 min for *Mex3a* probe (Mm‐Mex3a‐E2‐CDS, ref. 318551) and 1 h for *Pparg* probe (Mm‐Pparg, ref. 418821); and (iii) sections were counterstained with haematoxylin in the case of *Olfm4* ISH and fast green stain solution (Thermo Fisher Scientific) in the case of all other probes, for 1 minute. All incubations at 40°C were performed in a HybEZ hybridization oven (Advanced Cell Diagnostics). Slides were dried at 60°C for 15 min and permanently mounted with Vectamount (Vector Laboratories).

### Histochemical procedures

In all procedures, FFPE mouse tissue or intestinal organoid sections (3 μm) were deparaffinized and rehydrated according to standard protocols. For morphological analysis, slides were stained with 7211 haematoxylin for 1 min, differentiated with 1.2% ammonia solution for 30 s and counterstained with eosin Y for 3 min. For the alcian blue–periodic acid–Schiff (AB‐PAS) reaction, slides were stained with 1% alcian blue (pH 2.5) for 45 min, treated with 0.5% periodic acid for 10 min and stained with Schiff's reagent for 15 min. Slides were washed and rinsed in deionized after each incubation described above. The nuclei were counterstained with modified Mayer's haematoxylin for 2 min. For immunohistochemistry, heat‐induced antigen retrieval was performed in a steamer (Black & Decker) using a 10 mM citrate buffer (pH 6.0) unmasking solution for the majority of antigens for 40 min followed by 20 min cooling at room temperature. In the case of lysozyme, epitope retrieval was performed by enzymatic digestion with 0.04 mg/ml proteinase K in 0.05 M Tris–HCl solution (pH 7.5–7.7) for 5 min at 37°C. Endogenous peroxidase activity was blocked with an aqueous solution of 3% hydrogen peroxide for 10 min. Slides were incubated with normal serum (1:5 in antibody diluent) for 30 minutes before adding the primary antibodies overnight at 4°C (Appendix Table S2). Sections were then incubated with the appropriate biotinylated secondary antibodies for 30 min followed by avidin/biotin complex (Vectastain ABC kit, Vector Laboratories) formation for 30 min according to the manufacturer's protocol. Slides were developed with 3,3′‐diaminobenzidine (DAB) chromogen and counterstained with modified Mayer's haematoxylin for 2 min. All slides were dehydrated, clarified and permanently mounted with a xylene‐based mounting medium. For immunofluorescence, after epitope retrieval with citrate buffer, blocking with normal serum (1:5 in antibody diluent) and overnight incubation with primary antibodies at 4°C, sections were incubated with appropriate Alexa Fluor‐conjugated secondary antibodies for 30 min, followed by nuclei staining with 1 μl/μg DAPI for 15 min, and mounted with VECTASHIELD Hardset Mounting Medium.

### Transmission electron microscopy

A distal segment of the ileum was flushed with PBS, opened longitudinally and immersed overnight in a fixative solution containing 2.5% glutaraldehyde plus 2% paraformaldehyde in sodium cacodylate buffer 0.1 M (pH 7.4). Samples were washed in 0.1 M sodium cacodylate buffer, post‐fixed with 2% osmium tetroxide in 0.1 M sodium cacodylate buffer overnight and incubated in 1% uranyl acetate overnight to improve membrane contrast. Dehydration was performed in a gradient series of ethanol solutions and propylene oxide. Samples were included in EPON resin by immersion in an increasing series of propylene oxide and EPON (until 0:1 ratio) for 60 min each. Sections with 60 nm thickness were prepared on an RMC Ultramicrotome (PowerTome) using a diamond knife and recovered to 200 mesh Formvar Ni‐grids, followed by 2% uranyl acetate and saturated lead citrate solution. Visualization was performed at 80 kV in a JEOL JEM 1400 microscope (Jeol), and digital images were acquired using a CCD digital camera Orious 1100W. From each animal, around 20 non‐overlapping photomicrographs were obtained. At least three animals per genotype were examined to obtain representative images.

### Crypt isolation

Mouse small intestines were dissected and flushed with ice‐cold PBS using a 10‐ml syringe mounted with a blunt intestinal probe to remove faeces. The intestine was opened lengthwise and washed three times with ice‐cold PBS using vigorous shaking to remove remaining contents. Villi were removed by gently scraping the mucosal side of the tissue with a coverslip, exposing the crypts underneath. The tissue was then cut into pieces ≤ 5 mm^2^ with a razor blade, and fragments were incubated in 10 ml of crypt chelating buffer (2 mM EDTA pH 8.0 in PBS) for 1 h at 4°C with gentle rotation. After incubation, the fragments settled, the supernatant was discarded, and 8 ml of ice‐cold PBS was added. Fragments were shaken by hand at 3 cycles/s for 1 min to dissociate the epithelium from the basement membrane. At this point, the cell suspension was observed under a microscope to check for crypt enrichment and filtered through a 70 μm mesh into a 50‐ml Falcon tube on ice to collect the first crypt fraction. Previous steps were repeated to release remaining crypts still attached to the tissue, combining both fractions in the same tube. The crypt suspension was centrifuged for 10 min at 300 *g* at 4°C. The pellet was suspended in 5 ml ice‐cold PBS, and the number of crypts per 10 μl drop was counted.

### Mesenchymal cell isolation and culture

After crypt isolation, intestinal tissue fragments were extensively washed with PBS for three times to remove traces of EDTA and most of the remaining epithelial cells. Thereafter, tissues were digested for 1 h at 37°C in a shaking water bath (200 rpm) in Dulbecco's modified Eagle's medium (DMEM, Thermo Fisher Scientific) containing 100 μg/ml primocin (InvivoGen), 0.1 mg/ml Liberase TL (Roche Applied Science), 0.04 mg/ml DNase I and 10 μM Y‐27632 ROCK inhibitor (both from Stem Cell Technologies). During the digestion step, tissues were further dissociated by vigorous pipetting every 15 min. In the end, samples were filtered through a 70‐μm cell strainer, centrifuged at 300 *g* for 5 min, resuspended in DMEM supplemented with 10% FBS and 100 μg/ml primocin and maintained in culture at a 1:2 split ratio for a maximum of three passages.

### Intestinal organoid culture and treatments

Mouse organoids were established and maintained from isolated crypts of the small intestine as described elsewhere 3. Briefly, around 200 crypts were mixed with Matrigel growth factor reduced (Amsbio) and 40 μl of crypt suspension was placed in the centre of each well on a pre‐warmed 24‐well plate. After 20 min at 37°C, the Matrigel dome was overlaid with 500 μl of intestinal organoid complete medium. Medium was replaced every 2–3 days, and organoids were passaged every week. The intestinal organoid complete medium was composed of advanced DMEM/Ham's F‐12 (Adv. DMEM/F12) with 10 mM HEPES, 1× GlutaMAX, 1 × B‐27, 1× N‐2 (all from Thermo Fisher Scientific) and 100 μg/ml primocin (InvivoGen). This basic culture medium was supplemented with 50 ng/ml murine recombinant EGF (Peprotech), 10% final volume RSPO1 conditioned medium, 10% final volume NOG conditioned medium (ENR media) and 10 μM Y‐27632 (at crypt plating only). Conditioned media were produced using HEK293T cells stably transfected with HA‐mouse RSPO1‐Fc (a gift from Calvin Kuo, Stanford University) or stably transfected with a mouse NOG‐Fc expression vector. For that, Adv. DMEM/F12 supplemented with 10% FBS, 10 mM HEPES and 1× GlutaMAX was conditioned for 1 week with each cell line, filtered through a 0.22‐μm syringe filter, and individual working aliquots maintained at −20°C. KO and WT mesenchymal cell cultures were grown at passage 3 in the previous conditions to obtain mesenchymal cell‐derived conditioned medium. To address the effect of stromal secreted growth factors on organoid culture dynamics, organoids were cultured with 25% final volume WT or KO mesenchymal cell‐derived conditioned media in RSPO1‐reduced ENR medium (1% instead of the regular 10%). For ligand stimulation experiments, organoids were treated with vehicle (DMSO) or PPARγ‐selective agonists: 50 μM pioglitazone (Sigma‐Aldrich) and 50 μM rosiglitazone (Tocris Bioscience) for 5 consecutive days.

### RNA isolation and quantitative real‐time PCR

Total RNA was extracted using TRI Reagent according to the manufacturer's guidelines (Sigma‐Aldrich). RNA was quantified using a NanoDrop and reverse‐transcribed using the Superscript III Reverse Transcriptase Kit (Life Technologies). Analysis of mRNA expression was performed in an ABI Prism 7500 system using the Power SYBR Green Master Mix (Life Technologies) and specific primer pairs (Appendix Table S1). Each sample was amplified in triplicate and specificity confirmed by dissociation analysis. Gene expression was calculated through the relative quantification standard curve method, with *18S* rRNA levels measured for normalization of target gene abundance.

### RNA‐sequencing

Three pairs of WT and *Mex3a* null mice (P16) were sacrificed before the peak of phenotypic onset. Total RNA extraction using TRI Reagent was performed as described. Quality control and quantification of total RNA were assessed using the NanoDrop ND‐1000 (Thermo Fisher Scientific) and 2200 TapeStation (Agilent Technologies) systems, and only samples with an RNA integrity number above seven were considered for further study. The cDNA library construction was carried out using a Stranded mRNA Library Preparation Kit (Roche Applied Science). The generated DNA fragments were sequenced in the Illumina NovaSeq platform (Illumina), using 150‐bp paired‐end sequencing reads.

### Bioinformatic analysis

The analysis of the generated sequence raw data was carried out using CLC Genomics Workbench 12.0.3 (Qiagen). Bioinformatic analysis started with trimming of raw sequences to generate high‐quality data. For each original read, the regions of the sequence to be removed were determined independently for each type of trimming operation based on the following parameters: (i) Ambiguous limit—2 nucleotides; (ii) Quality limit—0.01 (error probability); (iii) Minimum number of nucleotides in reads—15 nucleotides; and (iv) Discard short reads. The high‐quality sequencing reads were mapped against the reference genome *Mus musculus* (GRCm38), using length and similarity fractions of 0.8. The gene expression levels were calculated with the transcripts per million (TPM) method. For differential expression analysis, the differential expression for RNA‐seq tool was employed. This multi‐factorial statistical analysis tool based on a negative binomial model uses a generalized linear model approach influenced by the multi‐factorial EdgeR method, which corrects for differences in library size between the samples and the effects of confounding factors. Genes that presented a fold‐change ≥ 1.5 or ≤ −1.5 and a *P* < 0.01 were considered as DEGs. Hierarchical clustering of samples and gene heatmap were generated using the Manhattan distance and average linkage metrics. GO and KEGG pathway analysis was performed using the Enrichr bioinformatics database 47. GSEA was performed using the freely available software developed by the Broad Institute 74. The *Mex3a* ^−/−^ vs. WT full gene list was ranked according to the log_2_ fold‐change expression values and probed against the indicated gene signatures using the GSEA pre‐ranked mode with the following main parameters selected: 10,000 permutations, classic scoring scheme and meandiv normalization.

### Cell culture, transfection and treatments

Human colorectal carcinoma Caco‐2 stable cell lines (mock‐transfected and overexpressing MEX3A) were previously established 39. The human liver hepatocellular carcinoma cell line HepG2 is commercially available (American Type Culture Collection, ATCC). These were cultured under standard conditions at 37°C and 5% CO_2_ in DMEM containing 10% foetal bovine serum, 100 U/ml penicillin and 100 μg/ml streptomycin (Thermo Fisher Scientific). HepG2 transient transfection was performed using the pCMV‐MEX3A expression vector and a pCMV‐Tag3B empty vector in a ratio of 1 μg DNA to 1.5 μl of Lipofectamine 2000 reagent in OPTI‐MEM medium according to the manufacturer's guidelines (Thermo Fisher Scientific). For assessment of PPAR proteins expression, 2 × 10^5^ Caco‐2 cells were plated per well in a 6‐well plate and maintained in culture for 72 h to reach confluence, after which they were collected. For treatment with the PPARγ agonist rosiglitazone (Sigma‐Aldrich), 2 × 10^5^ Caco‐2 cells were plated per well in a 6‐well plate, allowed to adhere for 48 h and treated with 20 μM rosiglitazone (Tocris Bioscience) or vehicle‐treated with DMSO for 24 h, after which they were collected.

### Protein extraction and Western blot analysis

Cells were lysed for 30 min on ice in a lysis buffer containing 20 mM Tris–HCl (pH 7.5), 150 mM NaCl, 2 mM EDTA and 1% IGEPAL (Sigma‐Aldrich), supplemented with complete protease inhibitor cocktail (Roche Applied Science), 1 mM PMSF and 1 mM Na_3_VO_4_. Lysates were centrifuged at 16,000 *g* for 20 min at 4°C and the supernatant recovered. Protein concentration was determined using the BCA Protein Assay Reagent (Thermo Fisher Scientific). Protein extracts (20–50 μg) were run on 10% SDS–PAGE, transferred to a nitrocellulose membrane and blotted overnight with appropriate antibodies (Appendix Table S2), and signals revealed with ECL detection kit (GE Healthcare Life Sciences). Actin levels were used to normalize protein expression, and quantification was performed using Fiji software 75.

### Seahorse analyses

The extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were analysed by using the Seahorse XF‐Analyzer (Seahorse Bioscience), and 3 × 10^4^ cells (in pre‐confluency) or 2.5 × 10^5^ cells (in post‐confluency) were seeded in 96‐well Seahorse plates coated with fibronectin, in normal cell culture medium. The plate was centrifuged at 200 *g* for 1 min. After 30 min of incubation at 37°C, the medium was replaced with Seahorse assay medium specific for OCR or ECAR measurements and equilibrated at 37°C for 1 h in a non‐CO_2_ incubator. OCR and ECAR were measured according to the manufacturer's instructions at baseline and following addition of reagents for the indicated times. Concentrations of reagents were as follows: Oligomycin, 1.5 μM; FCCP, 2 × 0.5 μM; Antimycin A and Rotenone, 1 μM; Glucose, 10 mM; 2‐DG, 50 μM. For the mitochondrial respiration, the spare respiratory capacity was calculated by subtracting the maximal respiration values by the basal respiration values.

### Statistical analysis

Each experiment was carried out at least three times. Statistical analysis was performed using GraphPad Prism 6.01 software. Differences between groups were considered significant at a *P* < 0.05.

## Author contributions

Conceptualization: BP and RA; Methodology: BP, VMu, GRB, CT, MB and RA; Investigation: BP, ALA, AD, NM, VMu, ARS, CT, AGR and VMá; Writing – Original Draft: BP and RA; Visualization: BP, LD and RA; Writing – Review and Editing: all authors; and Funding acquisition: BP, LD and RA.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

Dataset EV1

Review Process File

## Data Availability

The RNA‐sequencing data from this publication have been deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier GSE141191.

How the deposited data were processed for this re-analysis (not part of the article)

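RNA of small intestinal crypts from 3 WT and 3 *Mex3a* KO mice at postnatal day 16 was measured by paired-end sequencing of stranded mRNA libraries, 1 library per mouse. The authors trimmed and mapped the reads in CLC Genomics Workbench 12.0.3 against GRCm38 and deposited 1 table per library with 109204 transcripts. Each table gives read counts that the authors assigned to each transcript (total and unique transcript reads) and the TPM and RPKM that CLC computed from them. The deposited TPM values were used here for an alternative, and the deposited RPKM values were read but not used in a test. The annotation release and the strand setting of the counting are not given in the sources used here, so overlapping and antisense genes are uncertain. So are members of families of near-identical genes, such as the *Gsdmc*, Hba and Hbb, *Defa* and *Gstm* genes, between which reads can be split.

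Total transcript reads were summed here per gene (33488 genes) and rounded. Per library they came to 31765062, 30817375 and 27143369 in WT and 28743105, 30122756 and 30064155 in *Mex3a* KO replicates 1 to 3. Genes were kept by edgeR's filterByExpr (14166 genes), normalized by TMM, and compared by genotype with edgeR's robust quasi-likelihood test (edgeR 4.0.16, R 4.3.3), two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05. Genes were also counted at the paper's thresholds of p under 0.01 and a fold of at least 1.5. Standard errors of log2 fold changes come from the same test.

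The gene lists (33), the rule for the genes named, the tests and the alternatives were fixed before the data were examined. The values of Dataset EV1 had been seen by then, and 5 lists (glucocorticoid-responsive genes, xenobiotic metabolism, circadian clock output, hypoxia response and type 2 epithelial response) were written after it, so these are not independent evidence. The rule takes *Mex3a*, every gene that the paper names in this context, the 12 largest changes per direction among called genes with a mean log2 CPM of at least 1 and groups that do not overlap, and of each list the 4 members with the smallest p. It gave 161 tested genes, and any other gene is said to be named after its value was seen. The lists cover PPAR signalling, lipid absorption and cholesterol transport, fatty acid oxidation, cholesterol synthesis, Wnt members, Wnt targets of the crypt, *Lgr5*+ and +4 cells, mitosis, S phase, Paneth, tuft, goblet and enteroendocrine cells, and enterocytes with their suckling-type and adult-type genes. Further lists hold the 5 named above, the integrated stress and unfolded protein response, interferon and MHC class II genes, the MEX-3 family, and erythroid, pancreatic acinar, T, B and plasma cells, macrophages, fibroblasts and smooth muscle, endothelium, and enteric neurons and glia. The signatures used in the paper's GSEA are not given in the sources used here.

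Lists were tested with camera on voom values (limma 3.58.1, statmod 1.5.0), with a preset correlation of 0.01 and with an estimated one, with fry, with a pre-ranked running-sum test on log2 fold changes without weights (fgsea 1.28.0, 10000 permutations), and with Fisher's exact test for overlap with the genes past the paper's thresholds. Each was adjusted over the 33 lists. Of them 23 passed camera with the preset correlation, 10 higher and 13 lower, and 0 with an estimated one. Of these 23, 21 also passed the running-sum test. With the libraries regrouped into the other splits of 3 and 3, 13 to 18 lists passed camera with the preset correlation. Camera values of the alternative fits below, such as those without 1 library, are with the preset correlation. Fry's directional test passed for 1 list (type 2 epithelial response) and its mixed test for 13. List levels per library are the mean log2 CPM of the members, compared by exact permutation tests, for which 0.1 is the smallest p.

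The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test on all genes with any read, limma-voom, other normalization factors, limma on log2(TPM + 1) and log2(TPM + 0.1), no filter beyond 1 read, at least 10 reads in every library, unique transcript reads, protein-coding genes, leaving out each library, a replicate block, the library group as a term, the later group alone, and leaving out erythroid and acinar genes. Leaving out mitochondrial genes and an enterocyte score as a covariate were added after the data had been seen. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

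The tests were tried on simulated data with the real libraries' means and sizes, in which 100 genes differed by a fold of 2 and 100 by a fold of 4. The changed genes were drawn from those with a mean log2 CPM of at least 1. Genes were drawn independently of each other, so correlation between genes and an outlying library were absent. The counts below therefore do not give the false calls to expect in the real libraries. At an adjusted p under 0.05, the quasi-likelihood test recovered 34 and 95 of them over 13943 genes, with 12 false calls, and limma-voom 32 and 93 with 8. Over 14166 genes DESeq2 recovered 64 and 99 with 46 false calls and the likelihood ratio test 60 and 100 with 53. At the paper's thresholds the quasi-likelihood test recovered 82 and 100 with 117 false calls, DESeq2 85 and 100 with 191, and the likelihood ratio test 84 and 100 with 209. The paper's cell lines, organoids, stainings and qPCR have no deposited tables here and were not analysed.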

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

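The tests with an enterocyte score as a covariate, of the library of *Mex3a* KO replicate 1 and of the clock genes were chosen only after the results were seen.

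Among genes that the paper's text does not discuss, *Fkbp5* rose (log2 fold change 2.78, standard error 0.24) and *Sh3bgr* (−2.82, standard error 0.26), *Gkn3* (−2.01, standard error 0.21) and *2210407C18Rik* (−1.64, standard error 0.17) fell at an adjusted p under 0.05 from edgeR. Over 22 other ways of processing the libraries, all set in advance, the call was lost in 6 for *Fkbp5*, 9 for *Sh3bgr*, 9 for *Gkn3* and 11 for *2210407C18Rik*. PPAR pathway and mitosis genes, which the paper discusses, come next, and the lists after them were noticed as a difference from WT in genes outside those discussed.

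PPAR pathway genes had a median log2 fold change above 0 and mitosis genes one below 0 in *Mex3a* KO crypts, and the technical explanations weighed are more enterocyte RNA in the KO fractions and the library of *Mex3a* KO replicate 1 alone. With the enterocyte score (−0.93, 0.15 and −0.96 in WT and 1.12, 0.28 and 0.34 in *Mex3a* KO replicates 1 to 3) as a covariate, 4.87% of the median of the 47 PPAR genes outside the enterocyte and lipid absorption lists was left (0.31 became 0.015) and −1.51% of that of the 50 mitosis genes (−0.53 became 0.0080). Without *Mex3a* KO replicate 1, 60.7% of the median of the 54 PPAR genes tested in all 6 libraries was left (0.48 became 0.29, or 0.28 over the genes that pass the filter without it), so a contribution of that library cannot be told apart from a difference shared by all. The mitosis median was −0.38 without that library, against −0.53 with it. The values for PPAR and mitosis are in line with more enterocyte RNA, but of fatty acid oxidation, which shares 11 of its 31 genes with the PPAR list, a median of 0.20 was left of 0.57 (camera adjusted p = 0.00108), Paneth (−0.43 to −1.19) and tuft markers (−0.53 to −0.90) moved away from 0, the score shares much of its variance with genotype (R² = 0.62), and a true rise in PPAR activity or a true loss of dividing cells from the crypts would be removed with it. A change within the crypt cells of *Mex3a* KO mice therefore stays open in these libraries, which cannot test it. The paper's tissue sections, which do not depend on how a crypt fraction was isolated, bear on it. In *Mex3a* KO crypts they show fewer KI67+ cells and less *Lgr5* and *Olfm4* RNA. They also show PPARγ protein along the whole crypt-villus unit, a pattern that, to the paper, does not appear to arise from transcription. Its organoids, grown from isolated crypts, bear on a change within the crypt cells too. There RNA of *Pparg* and targets such as *Angptl4* and *Cyp27a1* did not differ significantly between the genotypes, nor did proliferative capacity. The paper proposes that the culture medium may influence PPARγ signalling. The covariate took the median of the *Lgr5*+ markers from −0.43 to −0.21 (camera adjusted p = 1.1e-05). More enterocyte RNA may account for a part of this and of fatty acid oxidation. The Wnt targets had −0.27 without the covariate and −0.27 with it (camera adjusted p = 0.000425). Of the lipid genes that the paper names, *Cd36* had 1.22, *Acadl* 0.35, *Apoa1* −0.098, *Abcg5* −0.21 and *Abcg8* −0.25 with the covariate.

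Of 29 glucocorticoid-responsive genes, 26 had a higher value (median 0.99, camera adjusted p = 4.7e-10, adjusted p = 0.253 with an estimated correlation, 0.41 in the later library group alone and 0.43 without *Mex3a* KO replicate 1), 7 of them rose adjusted over the list alone and 1, *Fkbp5*, over all genes, but the list was written after Dataset EV1, which comes from these libraries, and is not independent evidence. With the enterocyte score 1.90% of the median was left (0.99 became 0.019), which more enterocyte RNA would also give, and 16 of the 29 genes were above 0. *Fkbp5* went from 2.78 to 2.22 (standard error 0.23, unadjusted p = 4.5e-05, adjusted p = 0.202 from edgeR). *Zbtb16*, a transcription factor induced by glucocorticoids, went from 5.99 to 4.39, and *Mt1*, another member, from 1.80 to 0.14. A different time of day at collection would move both arms of the clock in opposite directions, and the 9 genes of the negative arm had a median of 0.96, but the positive arm had 0.14, over only 3 genes that went both ways (Arntl −0.49, Clock 0.14, Npas2 0.76), so this explanation cannot be told apart from the genotype. The score and genotype are partly confounded here as well, and a hormonal difference between the *Mex3a* KO and WT pups stays open and was not tested.

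All 12 adult-type genes, which enterocytes switch on around weaning, had a higher value (median 1.48, camera adjusted p = 4.0e-12, adjusted p = 0.253 with an estimated correlation, and 0.82 with adjusted p = 2.3e-10 in the later library group alone), and 11 rose adjusted over the list alone. Over all genes edgeR called 0 of them, with 11 higher at an unadjusted p under 0.05, DESeq2 7, the likelihood ratio test 6 and limma-voom 0; sucrase-isomaltase, *Sis*, went from 685 ± 476 to 2131 ± 280 CPM (1.64), and the sugar transporters *Slc5a4b* and *Slc5a4a* had 2.23 and 2.70. With the enterocyte score as a covariate 40.2% of the median was left (1.48 became 0.60, camera p = 1.9e-05, and p = 0.236 with an estimated correlation), so more enterocyte RNA may account for a part of it. An earlier switch of enterocytes to their adult programme in *Mex3a* KO pups stays open in these libraries and was not tested with them. The paper looked for premature maturation in tissue and reports none. It found no premature sucrase-isomaltase staining, ASS1 staining in both genotypes, and more suckling-type enterocytes kept in *Mex3a* KO mice. The 18 suckling-type genes were 11 higher and 7 lower here (median 0.091, camera adjusted p = 0.444). Their median was 0.75 without WT replicate 2 (camera adjusted p = 0.00143). It was below 0 without WT replicate 3 (−0.062) or *Mex3a* KO replicate 2 (−0.085).

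All 33 genes of xenobiotic metabolism, a list built around the receptors PXR and CAR, had a higher value (median 1.14, camera adjusted p = 3.7e-24, adjusted p = 0.246 with an estimated correlation). Adjusted over the list alone 25 rose, among them the detoxifying enzymes *Cyp3a11* (4.86), *Akr1b7* (4.13) and *Gstm3* (1.67), though the list was written after Dataset EV1. With the enterocyte score as a covariate its median was 0.65, and it kept its call (camera adjusted p = 3.6e-10 with the preset correlation).

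Of 19 circadian output genes, 16 had a higher value (median 0.55, camera adjusted p = 1.3e-05, adjusted p = 0.246 with an estimated correlation), with the transcription factor *Hlf* at 1.66, in a list that was also written after Dataset EV1 and lost its call with the enterocyte covariate (0.19, adjusted p = 0.0512).

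Of 20 hypoxia genes, 14 had a higher value (median 0.27, camera adjusted p = 0.00105, adjusted p = 0.253 with an estimated correlation) and, adjusted over the list alone, 5 rose, among them the oxygen sensor *Egln3* (1.65), and 1 fell, in a list written after Dataset EV1 that lost its call with the enterocyte covariate (0.045, adjusted p = 0.0978).

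Of 16 genes of the epithelial type 2 response, 12 had a lower value (median −1.23, camera adjusted p = 4.4e-08, adjusted p = 0.120 with an estimated correlation) and 9 fell adjusted over the list alone, among them the gasdermins *Gsdmc4* (−4.67) and *Gsdmc2* (−4.31), near-identical copies whose reads can be split, and this list too was written after Dataset EV1.

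Of 26 interferon and MHC class II genes, 22 had a lower value (median −0.33, camera adjusted p = 4.5e-05, adjusted p = 0.291 with an estimated correlation), with a median of −0.64 without WT replicate 3, −0.87 without *Mex3a* KO replicate 1 and −0.20 without *Mex3a* KO replicate 3, and 1 fell adjusted over the list alone, the antiviral membrane protein *Ifitm3* (−2.22), while *Ciita*, the switch of MHC class II expression, had −1.30 and the enterocyte covariate took the median of the list to −1.36.

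Of 10 erythroid genes, 8 had a lower value (median −1.11, camera adjusted p = 0.00196, adjusted p = 0.246 with an estimated correlation) and 4 fell adjusted over the list alone, among them the haemoglobin genes *Hba-a2* (−1.42) and *Hbb-bt* (−2.26), with the call of the list lost with unique transcript reads (adjusted p = 0.117).

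Of 22 pancreatic acinar genes, 20 had a higher value (median 1.47, camera adjusted p = 5.4e-05, adjusted p = 0.298 with an estimated correlation), with the lipase-related gene *Pnliprp1* at 2.13, and the median was 0.86 without WT replicate 1, 2.77 without WT replicate 3, 0.79 without *Mex3a* KO replicate 2 and 2.31 with the enterocyte covariate.

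Of 9 genes of B and plasma cells, 8 had a lower value (median −0.44, camera adjusted p = 0.00590, adjusted p = 0.344 with an estimated correlation), with the complement receptor *Cr2* at −2.03 (−1.05 without WT replicate 2), a median of −1.03 without WT replicate 3 and −1.39 without *Mex3a* KO replicate 1, and the call lost at 10 reads in every library (adjusted p = 0.126), without WT replicate 2 (0.0673) and without *Mex3a* KO replicate 3 (0.118), while the enterocyte covariate took the median to −2.11.

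Of 13 genes of macrophages and myeloid cells, 7 had a lower and 6 a higher value (median −0.25, camera adjusted p = 0.0495, adjusted p = 0.597 with an estimated correlation), with −1.03 without *Mex3a* KO replicate 1, and the call was lost and the median turned to 0.096 without WT replicate 1 (adjusted p = 0.491) and to 0.15 without *Mex3a* KO replicate 3 (0.580), and was lost without WT replicate 2 (0.0507) or *Mex3a* KO replicate 2 (0.200) and with DESeq2 (0.674), while the enterocyte covariate took the median to −1.23.

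Over all genes edgeR called 0 members of the lists of xenobiotic metabolism, circadian output, hypoxia, type 2 response, interferon and MHC class II, erythroid cells, acinar cells, B and plasma cells, and macrophages. In this order, 26, 9, 7, 9, 6, 5, 2, 1 and 0 members differed at an unadjusted p under 0.05. DESeq2 called 18, 1, 5, 9, 1, 3, 1, 0 and 0, the likelihood ratio test 17, 1, 4, 7, 1, 3, 1, 0 and 0 and limma-voom 0 in each. In the later library group alone the medians were 0.92, 0.45, 0.18, −1.33, −0.80, −1.22, 0.98, −1.30 and −0.70. All had a camera adjusted p under 0.05 with the preset correlation. Levels of the B cell and macrophage lists were low. Their mean log2 CPM was 0.56 and 0.67 in WT and −0.32 and 0.28 in *Mex3a* KO crypts (exact permutation test, two-sided p = 0.3 and 0.6).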

How the results depend on the processing

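The tests with an enterocyte score as a covariate and without mitochondrial genes were chosen only after the results were seen. Of the genes of the naming rule that the text names, all kept their direction in the 22 alternatives set in advance except *Lgr5*, *Axin2*, *Hopx*, *Mex3d* and *Syp*. Of the 23 lists past camera's threshold, 17 kept call and direction in every fit set in advance. With an estimated correlation 0 lists passed camera, and the adjusted p was 0.253 for PPAR, 0.253 for lipid absorption, 0.246 for the *Lgr5*+ markers and 0.253 for mitosis. The number of genes at an adjusted p under 0.05, 5 here, was 335 with DESeq2, 261 with the likelihood ratio test on all genes with any read, 25 on log2(TPM + 1), 15 on log2(TPM + 0.1), 19 without a filter beyond 1 read, 1 with unique transcript reads, 1 in the later library group alone and 0 with the enterocyte covariate (edgeR, with 437 at an unadjusted p under 0.05), and 0 to 5 when 1 library was left out. The number at the paper's thresholds, 403 here, was 706 with DESeq2, 815 with the likelihood ratio test, 213 with unique transcript reads, 226 in the later group alone, 71 with the covariate, and 212 to 673 when 1 library was left out. A replicate block, which pairs libraries by their number alone, gave 7 and 496, with 3 of the 5 genes of the main fit among the 7 (*Mex3a*, *Fkbp5* and *2210407C18Rik*; *Sh3bgr* had an adjusted p of 0.0663 and *Gkn3* of 0.0669), and the methods speak of pairs of WT and *Mex3a* null mice without saying that a number marks one. After the mean of its genotype was subtracted from each gene, WT replicates 1 and 3 correlated best with the KO library of their own number (0.35 and 0.44). WT replicate 2 did so with *Mex3a* KO replicate 1 (0.11, against 0.045 with its own). Without this step WT replicates 2 and 3 correlated best with their own number (0.979 and 0.973). WT replicate 1 then did so with *Mex3a* KO replicate 2 (0.963, against 0.948 with its own). The numbers were therefore not taken as pairs. The 10 splits of the libraries into 3 and 3 are too few for a share under 0.05: 1 of them, the real one, gave a count as large as 5, 1 as large as 403 and 1 as large as 23 lists, and the highest of the others gave 0, 167 and 18. Each of the others passed 13 to 18 lists. A pass of camera with the preset correlation therefore does not by itself mark a difference by genotype. The correlation of fold changes with those of Dataset EV1 was 0.967 with DESeq2, 0.984 with limma-voom, 0.848 on log2(TPM + 1), 0.954 on log2(TPM + 0.1), 0.983 with unique reads, 0.965 in the later group and 0.970 to 0.988 when 1 library was left out. The median of all genes shifted by −0.18 when scaled by library size alone, by −0.18 on log2(TPM + 1) and by −0.22 on log2(TPM + 0.1). The Wnt members had an adjusted p of 0.0359 without WT replicate 3 (0.0359 to 0.432 over the libraries left out), and *Mex3a* a log2 fold change of −4.10 without *Mex3a* KO replicate 2 (−4.36 to −4.06), where its adjusted p was 0.0869. When 1 library was left out *Lgr5* ranged from −0.29 to 0.021, *Axin2* from −0.21 to 0.014, *Hopx* from −0.30 to 0.10 and *Syp* from −0.25 to 0.15, and the later group alone gave 0.011 for *Axin2* and 0.031 for *Hopx*. *Mex3d*, at 0.0043 here, had −0.0022 with the likelihood ratio test, −0.026 with upper quartile factors, −0.14 with library size only, −0.11 on log2(TPM + 1), −0.12 on log2(TPM + 0.1), −0.0027 without a filter, −0.062 with unique reads, −0.0083 with the block, −0.0083 with the library group as a term and −0.10 to 0.16 when 1 library was left out. Lists for which camera's direction turned are given with their adjusted p, and their medians turned too unless a median is given. In the later group these were suckling-type genes 0.853, fibroblasts 0.853 and cholesterol synthesis 0.304. Suckling-type genes turned with DESeq2 (0.704, median still 0.094) and the likelihood ratio test (0.738, median still 0.082), macrophages with the likelihood ratio test (0.907), T cells at 10 reads in every library (0.607), and fibroblasts at 10 reads (0.854, median still 0.086) and with unique reads (0.549). Without 1 library suckling-type genes turned for WT replicate 3 (0.232; range 0.00143 to 0.862), cholesterol synthesis for *Mex3a* KO replicate 1 (0.652; range 0.000730 to 0.652), and fibroblasts for WT replicate 3 (0.467, median still 0.13), *Mex3a* KO replicate 1 (0.322) and *Mex3a* KO replicate 2 (0.801, median still 0.15; range 0.0527 to 0.961). Medians that turned while camera's direction did not were those of macrophages with DESeq2 (0.15), without a filter (0.12) and without WT replicate 1 (0.096) or *Mex3a* KO replicate 3 (0.15), suckling-type genes with library size only (−0.056) and without *Mex3a* KO replicate 2 (−0.085), the stress response with library size only (−0.014) and without *Mex3a* KO replicate 1 (−0.012), fibroblasts on log2(TPM + 1) (−0.063) and log2(TPM + 0.1) (−0.16), goblet markers without WT replicate 1 (0.053) or 2 (0.0083) or *Mex3a* KO replicate 2 (0.11) or 3 (0.056), Wnt members without *Mex3a* KO replicate 3 (0.025), and neurons and glia in the later group (−0.024). With the covariate PPAR lost its call (0.806, median −0.031), as did the glucocorticoid-responsive genes (0.0803, median 0.019), the circadian clock output (0.0512, 0.19), the hypoxia response (0.0978, 0.045) and the MEX-3 family (0.0762, −0.22). The goblet markers gained one (7.3e-09, median −0.053 without it and −0.63 with it), the median of the +4 markers turned (0.014), and the lists for which camera's direction and the median turned were lipid absorption 0.234, mitosis 0.880, S phase 3.3e-07, enterocyte markers 0.930, suckling-type genes 3.3e-07, cholesterol synthesis 3.3e-07, T cells 0.356, fibroblasts 0.0978, and neurons and glia 0.408. Medians that kept their direction with the covariate but moved by over 1.5 times, beside those above, were those of xenobiotic metabolism (1.14 to 0.65), adult-type genes (1.48 to 0.60), fatty acid oxidation (0.57 to 0.20), *Lgr5*+ markers (−0.43 to −0.21), Paneth markers (−0.43 to −1.19), tuft markers (−0.53 to −0.90), interferon and MHC class II genes (−0.33 to −1.36), acinar genes (1.47 to 2.31), B and plasma cells (−0.44 to −2.11), macrophages (−0.25 to −1.23), the stress response (0.21 to 0.078) and endothelium (0.48 to 0.17). Leaving out the members of Dataset EV1 from the 5 lists written after it was also set in advance, but splits the lists by the change in these same libraries and is not used. Fewer libraries or unique reads leave less to test; otherwise the cause was not tested.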

Differences from the paper's values

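Only the comparison without mitochondrial genes was chosen after the result was seen. At the paper's thresholds (p under 0.01 and a fold of at least 1.5), the paper's count of differentially expressed genes is 725 and the count here is 403. Of the alternatives set before the data were examined, DESeq2 (706), edgeR's likelihood ratio test on all genes with any read (815), no filter beyond 1 read (531), leaving out WT replicate 2 (673) and the replicate block (496) came within 1.5 times of the paper's count. The others did not, namely limma-voom (414), RLE factors (402), upper quartile factors (412), library size only (407), log2(TPM + 1) (316), log2(TPM + 0.1) (311), at least 10 reads in every library (359), unique transcript reads (213), protein-coding genes (381), without WT replicate 1 (212), WT replicate 3 (230), *Mex3a* KO replicate 1 (323), 2 (291) or 3 (347), the library group as a term (447), the later group alone (226), and without erythroid and acinar genes (401).

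Of upregulated genes the paper's count is 517 and the count here 243. DESeq2 (469), the likelihood ratio test (498) and leaving out WT replicate 2 (532) came within 1.5 times of it, and the others, from 116 in the later group alone to 323 without a filter, did not. The downregulated genes, the paper's 208 and 160 here, lie within that range of each other, and the count without a filter beyond 1 read is 208. Of the 725 genes of Dataset EV1, 695 were tested here, all 695 with the paper's direction (Pearson's r of log2 fold changes 1.00 across genes, which are not independent replicates), and 353 of them passed the thresholds. DESeq2 called 580 of the listed genes and the likelihood ratio test 585.

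Of the 10 genes that the paper names in its enriched lipid and mitosis terms, all 10 had the paper's direction and 5 passed the thresholds here (*Acadl*, *Cd36*, *Aurka*, *Ccnd1* and *Plk1*). Leaving out 1 library gave 0 of the 10 without WT replicate 3, 1 (*Cd36*) without WT replicate 1, 2 without *Mex3a* KO replicate 2, 3 without *Mex3a* KO replicate 1 or 3 and 7 without WT replicate 2, and the later group alone gave 3. Of the 5, *Acadl*, *Cd36* and *Ccnd1* passed with limma-voom, the replicate block and the library group as a term, *Acadl* and *Cd36* with library size only, *Acadl* and *Ccnd1* with unique transcript reads, where *Cd36* was not tested, and *Cd36* on both TPM scales, while the others of the 5 that were tested did not pass in these fits. Without a filter beyond 1 read *Cd36* did not pass. *Abcg5* passed without WT replicate 2, *Abcg8* with DESeq2 and without WT replicate 2, and *Apoa1* with the likelihood ratio test, on both TPM scales and without WT replicate 2. *Cenpa* passed with DESeq2, the likelihood ratio test and without a filter beyond 1 read. *Tuba1a* passed in these 3 and with limma-voom, upper quartile factors, library size only, unique transcript reads, without *Mex3a* KO replicate 1, with the replicate block, with the library group as a term, in the later group alone and, as chosen after seeing the data, without mitochondrial genes.

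The paper describes the libraries of each genotype as highly similar in a clustering of the differentially expressed genes. Those genes separated the genotypes here too, and over all genes tested *Mex3a* KO replicate 1 stood alone and the correlations within *Mex3a* KO (0.957 to 0.984) overlapped those between the genotypes (0.927 to 0.979).

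The paper reports Wnt pathway members as enriched among the lower genes by GSEA. The list used here, which is not the paper's signature, did not pass camera (adjusted p = 0.135, adjusted p = 0.253 with an estimated correlation) or the running-sum test (adjusted p = 0.289), passed camera without WT replicate 3 (adjusted p = 0.0359), and was enriched in the lower class by Fisher's exact test (adjusted p = 2.6e-05), as KEGG's Wnt pathway is in the paper. The paper reports fewer *Lgr5*+ cells and a lower *Lgr5*+ signature, and 41 of the 50 markers had a lower value here (camera adjusted p = 6.8e-12, adjusted p = 0.246 with an estimated correlation), with *Olfm4* at −0.93, *Ascl2* at −0.62, *Gkn3* at −2.01 and *Lgr5* itself at −0.082 (unadjusted p = 0.685 from edgeR). The paper's *Lgr5* stainings are of ileal sections of other mice at a later age, and these crypts were taken before the peak of the phenotype. The paper also measured stem cell markers by qPCR in isolated crypt fractions, the kind of material used here. It reports that this qPCR bore out its staining results, which include lower *Lgr5*. The small difference in *Lgr5* here departs from that result as well, and the cause was not tested.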

Other observations

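The test of genes near *Mex3a* was chosen only after the result was seen. Genes of the integrated stress and unfolded protein response had a higher value in *Mex3a* KO crypts in 14 of 21 cases, with a median log2 fold change of 0.21 (camera adjusted p = 0.0562, adjusted p = 0.344 with an estimated correlation). Without *Mex3a* KO replicate 1 the median was −0.012 (adjusted p = 0.180), and it was 0.33 without WT replicate 1 (adjusted p = 0.0102) and 0.13 without WT replicate 2. The list also passed camera without *Mex3a* KO replicate 3 (adjusted p = 0.0316), with DESeq2 (0.00826), with the likelihood ratio test (0.0240), in the later library group alone (0.0355, median 0.071), on both TPM scales and with library size only (0.0199, though with a median of −0.014). When adjusted over the list alone, 3 rose, and over all genes edgeR called 0 (with 3 higher at an unadjusted p under 0.05), DESeq2 3, the likelihood ratio test 3 and limma-voom 0. They were *Herpud1*, which serves the degradation of misfolded proteins of the endoplasmic reticulum (1.39), and the stress response genes *Atf5* and *Trib3*. *Mt1*, a metallothionein that binds zinc and answers to glucocorticoids, had 1.80 (1.08 without *Mex3a* KO replicate 1). With the enterocyte score as a covariate *Mt1* had 0.14. *Afp*, alpha-fetoprotein, which the suckling gut expresses, had a log2 fold change of −1.60 (adjusted p = 0.0735 from edgeR), and it was the 1 suckling-type gene that fell adjusted over the list alone.

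Of the cell types outside the epithelium, 7 T cell genes were 6 higher and 1 lower (median 0.65, camera adjusted p = 0.135, running-sum adjusted p = 0.00774, camera adjusted p = 0.471 with an estimated correlation), with a median of 0.34 without WT replicate 1, 1.53 without WT replicate 2 and 0.13 in the later library group alone, and passed camera with library size only and on log2(TPM + 0.1). The 13 endothelial genes were 11 higher and 2 lower (median 0.48, camera adjusted p = 0.124, running-sum adjusted p = 0.000968, camera adjusted p = 0.632 with an estimated correlation), and 1 fell adjusted over the list alone, the junction protein *Esam* (−1.11). This list passed camera without WT replicate 1 (median 1.08, adjusted p = 0.000825), without *Mex3a* KO replicate 3 (0.49, adjusted p = 0.0428), in the later library group alone (0.87, adjusted p = 0.00880), with library size only and on both TPM scales, and its median was 0.23 without WT replicate 2, 0.12 without WT replicate 3 and 0.28 without *Mex3a* KO replicate 1. Fibroblasts and smooth muscle (14 genes, median 0.29, camera adjusted p = 0.901) and enteric neurons and glia (4 genes, median 0.30, camera adjusted p = 0.461) did not pass. Over all genes edgeR called 0 members of these 4 lists. At an unadjusted p under 0.05, 0 T cell, 2 endothelial, 2 fibroblast and 0 neuron and glia genes differed. DESeq2 called 1 endothelial gene and 0 of the others, and the likelihood ratio test and limma-voom 0. Levels of the T cell and endothelial lists were low. Their mean log2 CPM was −0.77 and −0.25 in WT and −0.19 and 0.28 in *Mex3a* KO crypts (exact permutation test, two-sided p = 0.3 and 0.4).

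The paper's stainings of other mice can be set beside the crypt RNA. It describes tuft cells as almost absent and Paneth cells as fewer in *Mex3a* KO mice, and *Dclk1* and *Lyz1* had lower values here. It describes goblet and enteroendocrine cells as not significantly modified, and enterocytes as equally detected by villin staining. *Vil1*, the villin gene, had a log2 fold change of 0.42 (unadjusted p = 0.135 from edgeR). It had 0.26 without WT replicate 1 and 0.72 without WT replicate 2. Of the 24 enteroendocrine markers, 23 had a lower value. Among these *Syp*, the gene of synaptophysin, which the paper stained for enteroendocrine cells, had −0.077 (standard error 0.32, unadjusted p = 0.816 from edgeR; 0.15 without *Mex3a* KO replicate 2). It describes no premature sucrase-isomaltase staining in the KO gut, at a slightly earlier age than that of these crypts, and *Sis* had 1.64 (unadjusted p = 0.0147 from edgeR) in the crypt RNA, with a mean in WT of 685 ± 476 CPM. It describes enterocytes of the suckling type as kept, and the suckling-type list had a median of 0.091.

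DNA of the strain in which the allele was made can stay around a targeted gene and change its neighbours. Of 233 tested genes within 10 Mb of *Mex3a*, 6 (2.58%) passed the paper's thresholds, against 2.84% elsewhere (Fisher's exact test, p = 1, odds ratio 0.90, 95% interval 0.33 to 2.02). This negative result could still hide a small excess, as the interval reaches 2.02.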
